# Single-cell microRNA-mRNA co-sequencing reveals non-genetic heterogeneity and mechanisms of microRNA regulation

**DOI:** 10.1038/s41467-018-07981-6

**Published:** 2019-01-09

**Authors:** Nayi Wang, Ji Zheng, Zhuo Chen, Yang Liu, Burak Dura, Minsuk Kwak, Juliana Xavier-Ferrucio, Yi-Chien Lu, Miaomiao Zhang, Christine Roden, Jijun Cheng, Diane S. Krause, Ye Ding, Rong Fan, Jun Lu

## Abstract

Measuring multiple omics profiles from the same single cell opens up the opportunity to decode molecular regulation that underlies intercellular heterogeneity in development and disease. Here, we present co-sequencing of microRNAs and mRNAs in the same single cell using a half-cell genomics approach. This method demonstrates good robustness (~95% success rate) and reproducibility (*R*^2^ = 0.93 for both microRNAs and mRNAs), yielding paired half-cell microRNA and mRNA profiles, which we can independently validate. By linking the level of microRNAs to the expression of predicted target mRNAs across 19 single cells that are phenotypically identical, we observe that the predicted targets are significantly anti-correlated with the variation of abundantly expressed microRNAs. This suggests that microRNA expression variability alone may lead to non-genetic cell-to-cell heterogeneity. Genome-scale analysis of paired microRNA-mRNA co-profiles further allows us to derive and validate regulatory relationships of cellular pathways controlling microRNA expression and intercellular variability.

## Abstract (web summary)

Single-cell RNA sequencing allows characterizing cell-to-cell heterogeneity at transcriptome scale. Here, the authors present an approach that enables microRNA and mRNA sequencing in the same single cell, providing insights into the origins of non-genetic cellular variability and mechanisms of miRNA regulation.

## Introduction

Small RNAs have emerged as important non-coding regulators in diverse biological settings. The most widely studied small RNAs are miRNA that regulate protein-coding expression post-transcriptionally^1–3^. MiRNA expression profiles in tissues or cell populations are highly informative to reveal cellular states, such as in human cancers^2,4,5^ and identify cellular mechanisms^6,7^. The advances of single-cell genomics have raised the prospect that single-cell miRNA profiles could add another dimension to small RNA research by facilitating the molecular understanding of intercellular heterogeneity. Unlike single-cell RNAseq techniques, which have matured considerably in the past years^8–17^, single-cell small RNA sequencing has been demonstrated very recently and applied to differentiating naive versus primed human embryonic stem cells and examining intercellular heterogeneity of miRNA expression^18^, with the latter confirming previous findings of single-cell miRNA measurements by lower throughput methods such as quantitative RT-PCR or fluorescence in situ hybridization (FISH)^19–21^. However, given the roles of small RNAs to modulate gene expression post-transcriptionally, for example, via miRNA-mediated degradation of target transcripts, it is important to measure both small RNAs and mRNAs at the genome-scale in order to decipher the mechanism underlying observed intercellular miRNA and mRNA heterogeneity. We thus envision that obtaining miRNA and mRNA profiles from the same single cells could empower studying how miRNAs modulate non-genetic cell-to-cell variability post-transcriptionally and how miRNA variability could be modulated via protein-coding genes.

Over the past years, technology breakthroughs in single-cell omics have enabled genome-wide profiling of genetic mutations^22^, copy number variation^23,24^, DNA methylation^24,25^, chromatin-accessibility^26^, and gene expression at the transcriptional level^27^. Combining two or three of these measurements on the same single cells has been demonstrated^24,28–34^, but almost exclusively on co-analysis of genomic DNA and mRNAs to correlate pre-transcriptional alterations to mRNA gene expression. Genome-wide profiling of both mRNAs and post-transcriptional regulators such as miRNAs remains challenging, due in part to the incompatibility of current mRNA-seq and small RNA sequencing protocols^35^. Strategies such as separation of miRNAs from mRNAs are not yet reliable for single-cell co-measurement of both types of RNAs at the genome-scale.

We report here the co-sequencing of single-cell small RNA and mRNA transcriptomes using a half-cell genomics approach, which has been built upon our prior success in direct capture and profiling of miRNAs in low-quantity whole cell lysate^2^ and the rigorous validation of half-cell sampling to reliably represent the whole cell RNA expression levels. While previous efforts have examined the relationships between miRNA and mRNA expression profiles in bulk samples^36–40^, we demonstrate that decoding single-cell-level small RNA and mRNA profiles is feasible to reveal regulatory mechanisms both upstream and downstream of intercellular miRNA heterogeneity. This work demonstrates single-cell miRNA and mRNA co-sequencing at the genome-scale and opens up opportunities to investigate how the changes in small RNA expression in single cells contribute to non-genetic cell-to-cell variability and how to perturb such relationships for controlling cellular function in a heterogeneous population.

## Results

### Strategy for co-profiling of single-cell miRNAs and mRNAs

To achieve the goal of profiling small RNAs and mRNAs from the same single cells, we utilized a half-cell genomics approach in which a single cell was lysed and the lysate was split evenly into two half-cell fractions, with each fraction subjected to either miRNA or mRNA transcriptome sequencing (Fig. 1a–c). For profiling miRNA expression in half cells, we modified our previous method^2^ to develop a protocol for generating small RNA sequencing library from single cells or half-cell-level materials. In this protocol, single-cell lysate was heated to release miRNAs for sequential ligation reactions with 3′- and 5′-molecular adaptors and then the ligated products were reverse transcribed, and amplified with polymerase chain reaction (PCR) for library preparation and next-generation sequencing (Fig. 1b). For profiling mRNAs, we used SMART-Seq (v4), a commercialized kit for manual processing of low-input or single-cell poly-adenylated mRNAs to generate full-length libraries for RNA sequencing (Fig. 1c). As detailed below, we successfully developed, combined, and validated these methods to generate sequencing libraries from half-cell materials and the half-cell miRNA and mRNA profiles faithfully capture single-cell transcriptomes.

**Fig. 1:**
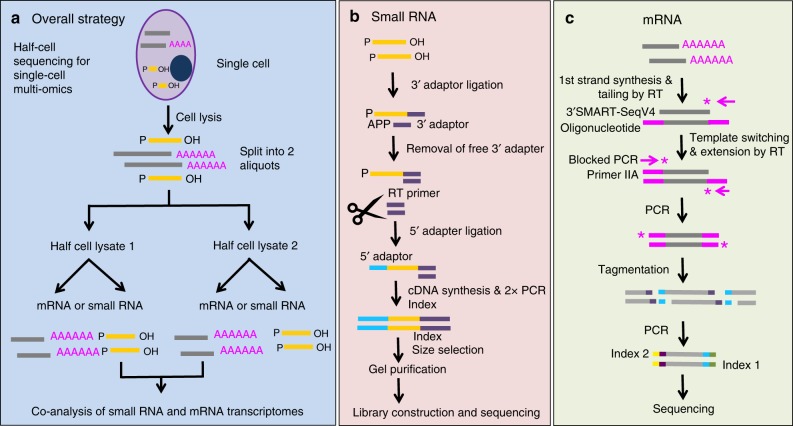
Experimental workflow. **a** Overall strategy for profiling miRNA and mRNA from the same single cells using half-cell genomics. It involves cell lysis, half-cell split, followed by small RNA & large RNA library preparation. **b** For miRNA library preparation, a pre-adenylated (APP) 3′ adaptor was used to ligate to the 3′ end of miRNA molecules, followed by digestion of unreacted 3′ adaptor, ligation with 5′ adaptor, RT and PCR amplification. **c** For mRNA library preparation, first-strand cDNA synthesis was primed by the 3′ SMART-Seq CDS Primer IIA. Template switching at the 5′ end of transcript was performed using the SMART-Seq v4 oligonucleotides. After PCR amplification, cDNA was fragmented using Illumina’s Tagmentation process

### Evaluating the profiling of half-cell miRNA expression

Although single-cell omics technologies have been developed to quantify intercellular heterogeneity via comparing measured molecular profiles between individual cells and the bulk data, it remains challenging to determine how much variability is true biological heterogeneity and how much is attributable to technical noise associated with the processing of single cells. The best experiment to address this question is to measure variability between two half-cell materials split evenly from the same single cell. We first evaluated this approach to profiling miRNAs. A single K562 human acute myeloid leukemia cell was transferred to and lysed in a PCR tube. The lysate (total volume ~10 μl) was eventually split into two halves into two PCR tubes to independently perform small RNA capture, amplification, and preparation of sequencing libraries as described in Fig. 1b. The sequencing data from each of these two halves were compared against each other for miRNA expression, which gave rise to an *R*^2^ value of 0.930 (Fig. 2a), indicating low technical noise and high consistency.

**Fig. 2:**
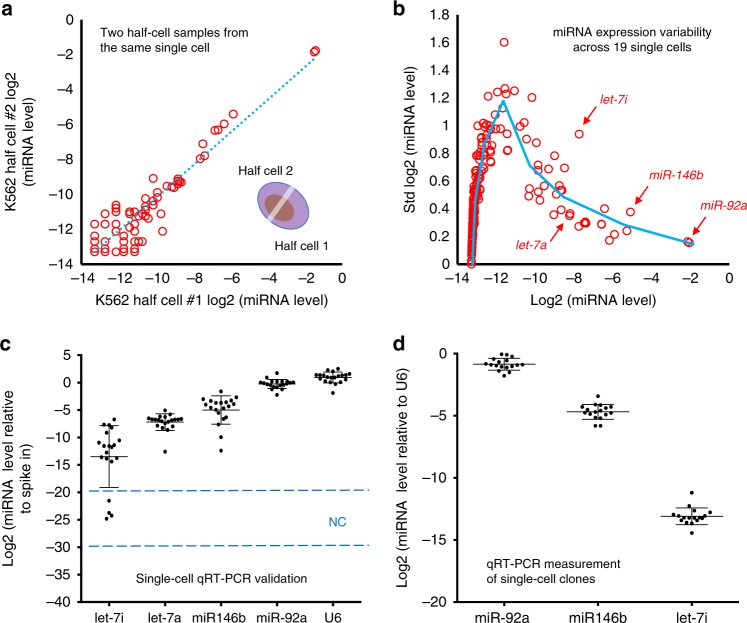
Profiling of miRNAs from half-cell lysate. **a** A single K562 cell was lysed, and two halves of the lysate were separately subjected to small RNA sequencing. Scatter plot of normalized and log2-transformed miRNA expression levels (miRNA expression levels represent the fraction among total miRNA, see Methods) is shown. Each circle represents one annotated miRNA. The correlation coefficient *R*^2^ = 0.93. **b** The standard deviations (on *y*-axis) of miRNA expression across 19 successfully profiled half cells were plotted against the mean expression on *x*-axis, using normalized and log2-transformed miRNA expression data as described in **a**. Each circle represents one annotated miRNA. The blue line shows the trend of the distribution based on locally averaged values. Specific miRNAs are highlighted with red arrows. **c** Validation experiment was carried out by quantifying miRNA expression in 20 single K562 cells using qRT-PCR. Relative levels of let-7i-5p, let-7a-5p, miR-146b-5p, miR-92a-3p, and U6 were determined relative to a spike-in control (synthetic miR-371). Each dot represents one K562 cell. Each data point reflects the average measurements from two technical replicates. Error bars present standard deviation. *N* = 20. The levels of miRNA are shown in log2 scale. The dashed lines and NC (negative control) indicates the detection range of water samples. **d** Single K562 cells were grown to derive 17 clones, and the relative levels of miR-92a-3p, miR-146b-5p, and let-7i-5p were determined in clonal populations by qRT-PCR. Roughly 40,000 cells were used from each clone. Each dot represents one K562 clone. Each data point reflects the average from two technical replicates. Error bars present standard deviation. *N* = 17. U6 was measured as a control for normalization. The levels of miRNAs are shown in log scale

Of note, initial tests with even splitting (1:1 in vol) of single-cell lysate prepared with standard cell lysis protocol did not yield even splitting of miRNAs in two half-cell samples. Interestingly, we observed selective enrichment or depletion of a group of miRNAs in one half-cell sample presumably due to the binding to intracellular proteins. This remains to be further investigated. In this work, we modified the lysis protocol in several steps (see Methods) including introducing freeze/thaw and heat treatment, which eventually led to a robust procedure to evenly split miRNAs in two half-cell samples (Supplementary Figure 1). We further examined the validity of this half-cell approach using different cell types and another measurement technique. Small RNA libraries were generated from two halves of a single murine hematopoietic BaF3 cell, or single K562 and 293T cells, and measured with a Luminex bead array assay. The results again exhibited a high degree of concordance between these two half cells (Supplementary Figure 2a). While two half-cell samples from the same single cell gave rise to high concordance in miRNA profiles, different single cells obtained from the same cell population exhibited a higher degree of variability by both qRT-PCR analysis and expression profiling (Supplementary Figures 3, 4),

Upon validating the consistency of the half-cell approach to capture single-cell miRNA profiles, we turned to measure intercellular variability by sequencing 20 half-cell K562 miRNA samples. 

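K562 is an established human leukemia cell line. The lysate of each of 20 single cells was divided, with small RNA sequenced from one part and mRNA from the other. For the small RNA, the authors deposited log2 of the fraction of miRNA reads. They divided the reads that miRDeep2 assigned to a mature miRNA by all miRNA reads counted with bowtie2, and set fractions under 0.0001 to that floor. The deposited table has 2822 rows for 2588 mature miRNAs, since a miRNA with several precursors has several rows, and the first row of each was used here. It holds a column for each of 19 cells, and 2 further columns that the labels do not tie to a sample were not used. The fractions in each sample were whole multiples of one step, to within 0.00298 of a read, and the inverse of that step was taken as the number of miRNA reads. This recovered number was between 8170 and 61969 per half-cell sample, with a median of 22280. Between 64 and 89 miRNAs per sample were above the floor. 212 miRNAs were above it in at least 1 of the 19 cells and 34 in all 19. Reads amplified by PCR without molecular identifiers are not independent molecules, so errors computed from these reads cover counting error only. No replicate culture is named for these cells, so tests across the 19 cells speak of the cells sampled and not of other K562 cultures.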

The other halves of the same cells were processed for RNAseq (to be described in next section). The sequencing data from 19 single cells passed the quality check for both miRNAs and mRNAs. The one that failed the quality assessment had very low levels of mappable reads in both miRNA and mRNA data presumably due to the poor quality of this cell itself (e.g., cell damaged in the capture and transfer process). 

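For cell 6, the only cell without a column in the miRNA table, the deposited RNAseq values list 1151 genes above 0 FPKM. The 19 other cells had between 10228 and 12117 such genes. Its small RNA sequencing was not analysed here.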

Principal component analysis (PCA) of these 19 samples and 2 half-cell samples derived from the same cell further confirmed high concordance in two half-cell splits and the variability among single cells is higher, suggesting the existence of intercellular heterogeneity of miRNA expression (Supplementary Figure 5). Overall, the success rate (95%) to obtain quality sequencing libraries for both miRNA and mRNA using the half-cell genomics approach was excellent.

The intercellular variability of miRNA expression could be directly observed in our data either by a correlation matrix (Supplementary Figure 6) or by quantifying the standard deviation of log2-transformed miRNA expression versus the mean expression across 19 half cells (Fig. 2b). 

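Across the 2588 mature miRNAs, the Pearson correlation between the log2 profiles of every pair of cells was between 0.888 and 0.969, with a median of 0.934. Averaged over its 18 pairs, the lowest correlation of any cell was 0.916 and the highest was 0.952. The choice that moved the median most was Spearman correlation, which gave 0.703. These correlations are across miRNAs, which are not independent replicates.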

As expected, low expression level miRNAs showed inherently large standard deviations in log2 data. 

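The 16 miRNAs with a mean log2 level between −12 and −10 had a median SD of 1.01 across the 19 cells. For the 16 miRNAs between −10 and −8 it was 0.550, for the 7 miRNAs between −8 and −6 it was 0.297, and for the 4 miRNAs above −6 it was 0.228. The 169 miRNAs at or below −12 that were above the floor in any cell had a median SD of 0.361, with most of their values at the floor, which limits the SD from above. Among the 27 miRNAs with a mean above −10, the Spearman correlation between mean and SD, across miRNAs, was −0.722.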

The variation of high abundance miRNAs gradually decreased as the expression level increased. 

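MiR-92a-3p ranked first in each of the 19 cells. Its share of miRNA reads was 24.2% ± 2.57 (SD, n = 19 cells), and ranged from 20.2% to 28.0%. The recovered number of its reads was between 1756 and 16518 per sample. Its log2 level exceeded that of the next miRNA by at least 2.29 and at most 3.72, with a median gap of 2.99. The next in mean share were miR-146b-5p with 3.03%, miR-10a-5p with 2.62%, miR-191-5p with 1.67% and miR-423-5p with 1.39%. The table lists 2 precursors for miR-92a-3p. One of them, MIR92A2, lies on chromosome X of GRCh37 (hg19) from 133303568 to 133303642 on the minus strand, in an exon of a long non-coding RNA.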

MiR-92a-3p was detected as the most abundant miRNA in our K562 cell sample, in agreement with previous literature^40^. Comparing intercellular variability across miRNAs, both miR-146b-5p and let-7i-5p showed higher variability than miRNAs with comparable mean expression levels (for miR-146b-5p, std = 0.377; for let-7i-5p, std = 0.939). For example, let-7a-5p, a miRNA in the same family as let-7i-5p, had comparable mean expression to let-7i-5p, but with much lower variability (for let-7a-5p, std = 0.351). These results showed the direct evidence of intercellular miRNA expression heterogeneity, which differed substantially for individual miRNAs.

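The log2 level of miR-146b-5p was −5.09 with an SD of 0.377 (n = 19 cells), and ranged from −5.68 to −4.53. That of let-7i-5p was −7.73 with an SD of 0.939, and ranged from −9.67 to −6.52. MIR146B lies on chromosome 10 of GRCh37 (hg19) from 104196269 to 104196341 on the plus strand, inside no other annotated protein-coding or long non-coding gene of that strand. MIRLET7I lies on chromosome 12 from 62997466 to 62997550 on the plus strand, in an exon of one long non-coding RNA and an intron of MIRLET7IHG. Each SD was set against the median SD of the 10 miRNAs nearest in mean, among the 27 miRNAs with a mean above −10. The SD of let-7i-5p exceeded it by 0.581, which ranked 1 of 27, and that of miR-146b-5p by 0.0956, which ranked 9. The miRNAs ranked 2 to 4 were miR-27a-3p, miR-4485-3p and miR-142-5p, with an excess of 0.310, 0.264 and 0.246. With each cell left out in turn, the SD stayed between 0.359 and 0.388 for miR-146b-5p and between 0.837 and 0.966 for let-7i-5p. The recovered reads were between 200 and 2157 per sample for miR-146b-5p and between 21 and 246 for let-7i-5p, for which counting error alone gives an SD of about 0.0644 and 0.158. Loss of molecules before sequencing is not part of that error. The choice that moved these SDs most was the scaled median absolute deviation in their place, which gave 0.455 for miR-146b-5p and 1.07 for let-7i-5p.

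**Figure D1:**
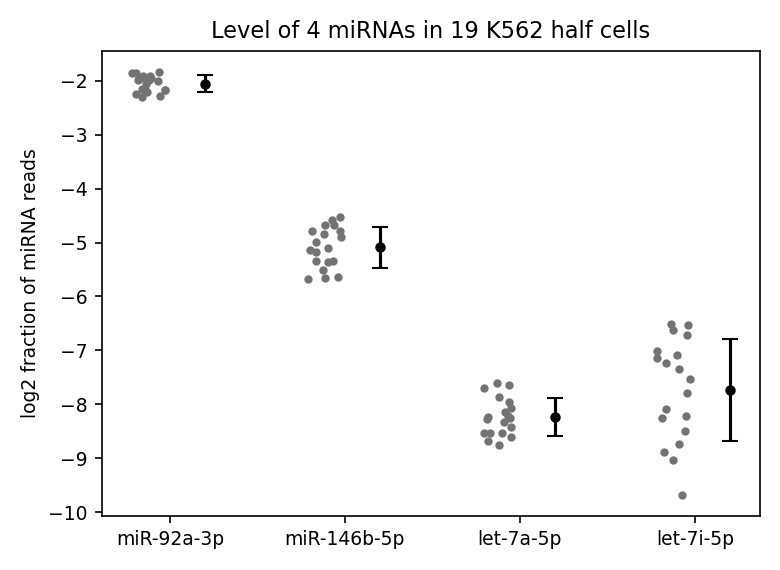
Log2 fraction of miRNA reads of 4 miRNAs in 19 K562 half-cell samples. Each grey point is a cell, and black points with bars are the mean ± SD; the points of let-7i-5p reach from −9.67 to −6.52.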

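The log2 level of let-7a-5p was −8.23 with an SD of 0.350 (n = 19 cells), from between 27 and 203 recovered reads per sample. The table lists 3 precursors for it, whose genes lie on chromosomes 9, 11 and 22. Its SD was below the median SD of its 10 neighbors in mean, by a difference of −0.170, and ranked 25 of 27. From the lowest to the highest cell, let-7i-5p spanned a 8.89-fold range and let-7a-5p a 2.24-fold range. The difference between their SDs was 0.589 (p = 0.00073, two-sided permutation test that swaps the median-centred values of both miRNAs within cells, 100000 resamples), and stayed between 0.489 and 0.642 with each cell left out in turn. The paper named both miRNAs from their spreads in these same cells, so that p-value does not allow for the choice. From these SDs, the paper concludes that intercellular heterogeneity of miRNA expression differs substantially between individual miRNAs.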

To validate the observed intercellular heterogeneity, we performed single-cell qRT-PCR to measure four selected miRNAs, let-7a-5p, let-7i-5p, miR-146b-5p, and miR-92a-3p, in a separate batch of cells (Fig. 2c). Indeed, the variations from single-cell qRT-PCR paralleled those observed in half-cell small RNA sequencing data: miR-92a-3p and let-7a-5p show relatively lower levels of variation (standard deviation std = 0.83 and std = 1.51, respectively), miR-146b-5p an intermediate level of variation (std = 2.57), and let-7i-5p a high level of variation (std = 5.64) (Fig. 2c). We further determined that these variations could not be fully attributed to genetic differences but instead associated with non-genetic cellular heterogeneity. We generated 17 K562 single-cell clones and measured the same miRNAs using qRT-PCR for each clone (~40,000 cells per clone). One would expect that if the miRNA expression heterogeneity in single cells was driven by genetic differences between cells, large variation would be manifested similarly between single-cell clonal populations because each clone was derived from a single cell and cells within a clone share the genetic variations present in the initial single cell. In contrast, we observed low levels of variability cross these single-cell clones (for miR-92a-3p, std = 0.48; for let-7i-5p, std = 0.68; for miR-146b-5p, std = 0.60) (Fig. 2d). Collectively, these data support that the half-cell small RNA profiles could faithfully capture single-cell miRNA variability, which allowed us to use half-cell small RNA sequencing to interrogate non-genetic intercellular miRNA heterogeneity.

### Evaluating the profiling of half-cell mRNA expression

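For the mRNA, the authors aligned SMART-seq reads with Tophat to hg19, quantified them with CuffDiff on a UCSC gene definition, and deposited FPKM values on a linear scale with no floor applied. The table has 23284 rows and 22 samples, which are the 20 cells and both half-cell samples of a further cell, number 21. For the comparisons here, the 133 genes listed as NA in any of the 19 cells were left out, a choice made after the values were seen, since the median FPKM of NA genes where they were listed had a median of 8.91 and reached 1007. Then values under 0.125 FPKM were set to 0.125, which is −3 on the log2 scale and the value at which the axes of Fig. 3a and Fig. 3b begin, and log2 was taken. Of the genes left, 15324 varied across the 19 cells, and 3543 of these had a mean log2 above 4. In the gene column, 28 names had the form of a date, as spreadsheets write some gene symbols, and 2 names were listed more than once. The table gives no read counts, so the depth behind each FPKM value is unknown.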

As described above, the 20 single K562 cells processed for half-cell small RNA sequencing were also analyzed for mRNA transcriptomes using the remaining half-cell lysates. SMART-seq was reported to be of high coverage, low bias, and good reproducibility compared to other methods when single-cell data were compared to population, spike-in controls or theoretical predictions^41^. However, the true technical variability cannot be accessed unless the same cell can be analyzed multiple times for RNAseq, which has not been practical. 

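The half-cell samples of cell 21 listed 11294 and 12457 genes above 0 FPKM, of which 10816 were above 0 in both and 2119 in only 1. Over 23253 genes, the squared Pearson correlation of their log2 values was 0.925. No pair of different cells among the 19 reached that value, with a range from 0.788 to 0.882 and a median of 0.832. The choice that moved the value most was a floor at 0.001 FPKM, under which it was 0.836. The correlation is across genes of 1 split cell, so it has no replicate error.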

Herein, we conducted SMART-seq with two halves of a single K562 cell and the gene expression profiles were compared (Fig. 3a), which yielded a Pearson correlation *R*^2^ value of 0.930, which provided a direct evidence about the level of technical noise. Similar results were observed with human 293T and murine NIH3T3 cells (Supplementary Figure 2b). These data supported the validity to use half-cell sequencing data to represent single-cell mRNA transcriptome.

**Fig. 3:**
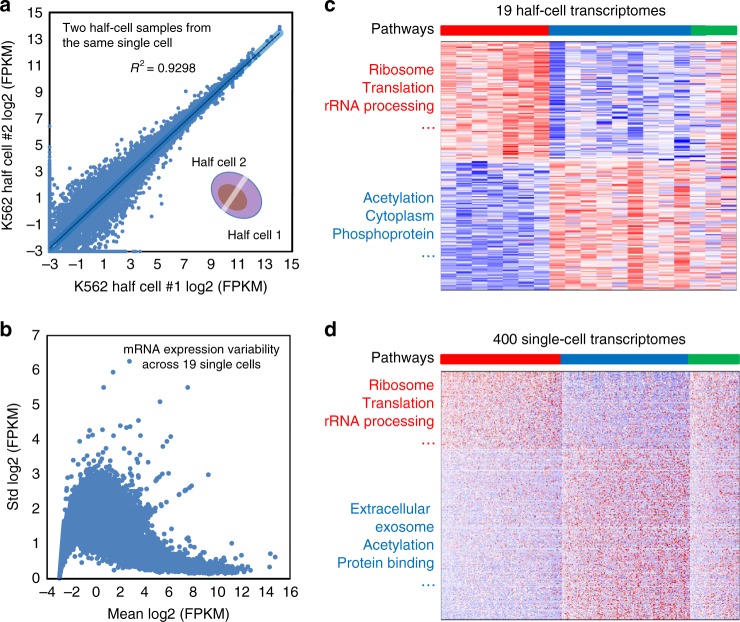
Global profiling of mRNAs from half cells. **a** A single K562 cell was lysed, and two halves of the lysate were separately subjected to RNAseq. Scatter plot of normalized and log2-transformed mRNA expression levels (in FPKM units) is shown. Each circle represents one annotated mRNA. The correlation coefficient *R*^2^ is 0.930. **b** The standard deviations of mRNA expression across 19 successfully profiled half cells were plotted against the mean expression, using log2-transformed mRNA expression data. Each circle represents one annotated mRNA. **c** Consensus clusters were identified in the 19 K562 half-cell mRNA expression data. A heatmap is shown for differentially expressed genes between the red and blue clusters, with enriched pathways annotated by the DAVID pathway analysis. Each row represents one annotated gene whereas each column represents a single cell. **d** K562 cells were profiled using a massively parallel single-cell 3′-end RNAseq technology. A heatmap is shown for differentially expressed genes between the red and blue consensus clusters, with enriched pathways annotated by the DAVID pathway analysis. Each row represents one annotated gene whereas each column represents a single cell. Within the heatmaps, blue color indicates low expression whereas red indicates higher expression

We next examined the variation of mRNA expression across 19 half K562 cells (Supplementary Figure 7). 

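Across 23151 genes, the Pearson correlation between the log2 profiles of every pair of cells was between 0.888 and 0.939, with a median of 0.912. When the comparison was limited to genes above the floor in at least 50% of the cells, the median was 0.835. Cell 20 had the lowest mean correlation with the other cells, 0.899, and the highest of any cell was 0.924.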

The plot (Fig. 3b) showing mRNA variation across 19 half cells as a function of the mean gene expression levels followed the anticipated trend that the log2 variation became lower as the levels of gene expression increased. 

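The median SD across the 19 cells was 1.16 for the 5203 genes with a mean log2 between 0 and 4, 0.455 for the 3042 genes between 4 and 8, and 0.268 for the 501 genes above 8. It was 1.29 for the 6578 genes at or below 0, many of whose values are at the floor. The 3 genes with a mean above 4 and the largest SD were SNAR-E (SD 5.49), SNHG9 (3.34) and HBZ (3.02), and each was listed at 0 in at least 1 cell. SNAR-E belongs to a family of near-identical copies whose reads the quantification may have divided between them. Both half-cell samples of cell 21 give a measure of technical noise at each level. The median absolute difference between them, divided by the square root of 2, was 0.343 for genes between 0 and 4, 0.184 between 4 and 8, and 0.183 above 8. The same statistic for every pair of different cells among the 19 had a median of 0.646, 0.300 and 0.184 in these classes. None of these pairs was at or below the value of the split cell between 0 and 4 or between 4 and 8, and 84 were above 8. At or below 0 the split cell gave 0.125, and 112 of the pairs were at or below it.

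**Figure D2:**
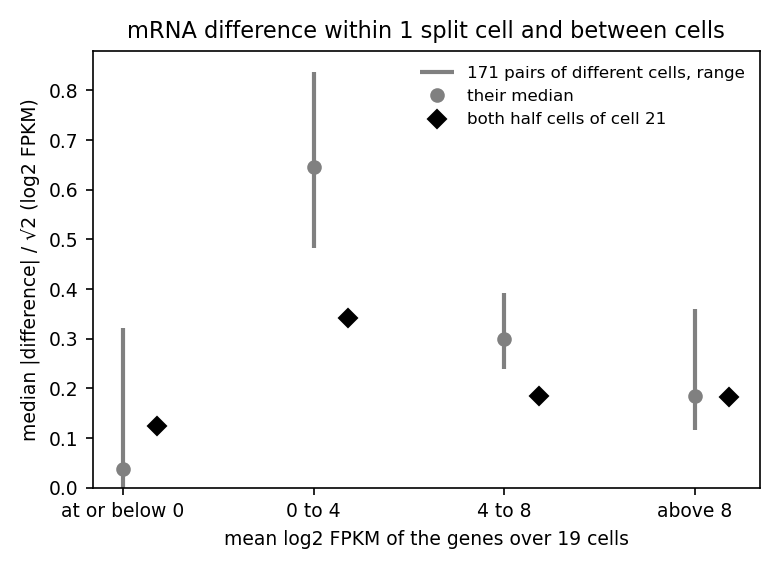
Median absolute difference in log2 FPKM, divided by the square root of 2, by class of mean log2 FPKM. Diamonds are both half-cell samples of cell 21, and grey lines with points are the range and the median of all pairs of different cells among the 19; above 8, the diamond at 0.183 lies at the pairs' median of 0.184.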

Unsupervised consensus clustering was conducted to detect transcriptional states with similar profiles and resulted in three major clusters (Fig. 3c). 

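Consensus clustering was repeated on the 15324 genes with 80% of the cells drawn in each of 50 iterations, average linkage and 3 clusters. These settings are those of the methods. The input was not, since it had the floor of 0.125 FPKM used here, and the minimal level that the methods state was not tried. Clusters of 9, 8 and 2 cells were found. The cluster of 9 held cells 4, 10 to 16 and 19. That of 8 held cells 1, 2, 3, 5, 7, 8, 9 and 17, and that of 2 held cells 18 and 20. The clusters thus went largely with cell number, and whether cell number reflects processing was not tested. Pairs of cells in the same cluster fell together in a mean fraction of 0.845 of the draws that held both, and pairs in different clusters in 0.0842. The methods name no filter on genes. With the 2000 genes of largest SD, the clusters had 16, 2 and 1 cells. With genes of mean log2 above 4 the sizes were again 9, 8 and 2, and the adjusted Rand index to the clusters on all genes was 0.628. Which cells formed each cluster in Fig. 3c is not stated, so the clusters are not matched to the paper's one by one.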

The first cluster of cells was enriched for genes associated with translational processes but depleted for genes associated with processes such as acetylation. The second cluster of cells were opposite, depleted for translation-related genes but enriched for the acetylation process (Supplementary Data 1). 

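Ribosomal protein genes were taken as a list of translation genes written before the values were seen. The mean log2 FPKM of its 78 members that varied was 10.1 ± 0.190 (SD, n = 19 cells). It was 10.23 in the cluster of 9 cells, with a range from 10.09 to 10.48, and 9.98 in the cluster of 8 cells, with a range from 9.84 to 10.16, so that the ranges overlapped. In the cluster of 2 cells it was 10.33. The ribosomal mean of both samples of cell 21 was not computed, so the technical error of these means is unknown. Clustering without the ribosomal and erythroid genes gave the same clusters (adjusted Rand index 1). That run kept 15232 of the 15324 genes, each with equal weight, so a change could hardly have been seen. No p-value is given, since the clusters were defined on the same cells. Without clusters, the ribosomal mean was compared with the first principal component of the 3465 other genes with a mean log2 above 4, which held 12.4% of their variance. Its Pearson correlation with that component was −0.654 (p = 0.00257, two-sided permutation test with 100000 resamples) and its Spearman correlation was −0.635 (p = 0.00434). The sign of a component is arbitrary. Without the 2 cells farthest from the component's median, r was −0.667, and with each cell left out in turn it stayed between −0.733 and −0.539. The acetylation genes were not analysed here.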

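A list of 15 erythroid genes was written before the values were seen. HBB was listed at 0 in all 19 cells, and the mean log2 FPKM of the others was 6.15 ± 0.610 (SD, n = 19 cells). It averaged 6.03, 6.23 and 6.34 in the clusters of 9, 8 and 2 cells found here. The 2 cells of the smallest cluster, at 5.96 and 6.72, lay inside the range of the cluster of 8, from 5.29 to 7.61. HBG1 had a log2 FPKM of 11.49 ± 0.57 and GATA1 of 7.14 ± 0.33. HBG1 and HBG2, and HBA1 and HBA2, are near-identical copies, so the share of reads given to each is uncertain. The erythroid mean and the first principal component had a Pearson correlation of 0.0223 (p = 0.928, permutation test) and a Spearman correlation of −0.0632 (p = 0.796). Without the 2 cells farthest from the median, r was 0.0358. This was 1 of 7 relations between cell-level measures, and the adjusted p was 0.928 (Benjamini-Hochberg).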

The third cluster of cells contain both signatures of the first and second clusters and are likely more differentiated cells with the increased expression of erythroid lineage genes.

In order to further validate the observed clusters, we used a high-throughput single-cell 3′-end mRNA-seq technology^42–44^ to generate the mRNA transcriptome data from hundreds of single K562 cells. Quality check was performed and compared against published single-cell RNAseq data for the same cell line (Supplementary Figures 8 and 9). 

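In the clusters found here, the 9, 8 and 2 cells are 47.4%, 42.1% and 10.5% of the 19 cells. With cell 6 added, clusters of 10, 9 and 1 cells were found.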

Unsupervised consensus clustering analysis again yielded three major clusters with the proportions (40.55: 42.83: 16.62%) similar as the 19 single-cell data (36.84: 47.37: 15.79%) (Fig. 3c, d). The analysis using t-distributed stochastic neighbor embedding (t-SNE) was performed to visualize the major clusters and the gene expression distribution (Supplementary Figure 10). Pathway analysis further confirmed that these clusters were enriched for the same biological processes, notably the translational activities and the acetylation pathway (Fig. 3c, d and Supplementary Data 1 & 2). Therefore, the mRNA transcriptional phenotypes detected by the half-cell genomics approach and single-cell 3′ mRNA-seq were in good agreement, justifying the validity to use half-cell mRNA profiles to capture single-cell transcriptome and to examine single-cell gene expression heterogeneity.

### miRNA and miRNA-target relationship on the single-cell level

Having both miRNA and mRNA profiles obtained from the same single cells, we reasoned that if miRNA expression heterogeneity contributed to the control of single-cell level mRNA expression heterogeneity, one would expect that the mRNA targets to be anti-correlated with miRNA expression levels. It has been known that the level of global miRNA expression is low in cancer cells^4^, particularly cancer cell lines such as K562, we thus focussed first on the most abundantly detected miRNA miR-92a-3p. We ranked all mRNAs based on their Pearson correlation to the miRNA, and asked whether predicted targets of miR-92a-3p were more anti-correlated to the miRNA than non-targets. 

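Genes were ranked by the Pearson correlation of their log2 FPKM with the log2 level of miR-92a-3p across the 19 cells. The TargetScan list of the Supplementary Software holds 957 predicted targets with a conserved site and a total context++ score below −0.1, of which 715 were matched by name among the genes that varied. The enrichment score of this set was −0.282 and its normalized score −1.46 (p = 0.00103, 1000 permutations of gene labels). Permuting gene labels treats genes as independent. In 100 random pairings of the cells' miRNA and mRNA profiles, p was 0.0495. The choice that moved the score most was a running sum without weights, which gave −0.0707. The MSigDB list was not used here.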

Using two independently defined miRNA-target predictions (TargetScan and MSigDB), we observed that both target sets were significantly enriched toward the negative correlation scores (Fig. 4a). In contrast, predicted targets of another miRNA, miR-125a-5p, were not enriched for correlation with miR-92a-3p (Fig. 4a). These data support that the single-cell-level expression of miRNA targets was overall more negatively correlated to miRNA expression, and suggest that miRNA expression variation contributes to the control of mRNA variability.

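For 682 predicted targets of miR-125a-5p ranked by correlation with miR-92a-3p, the enrichment score was −0.136 (p = 1, permutation of gene labels). Without weights it changed sign, to 0.0664 (p = 0.00388).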

**Fig. 4:**
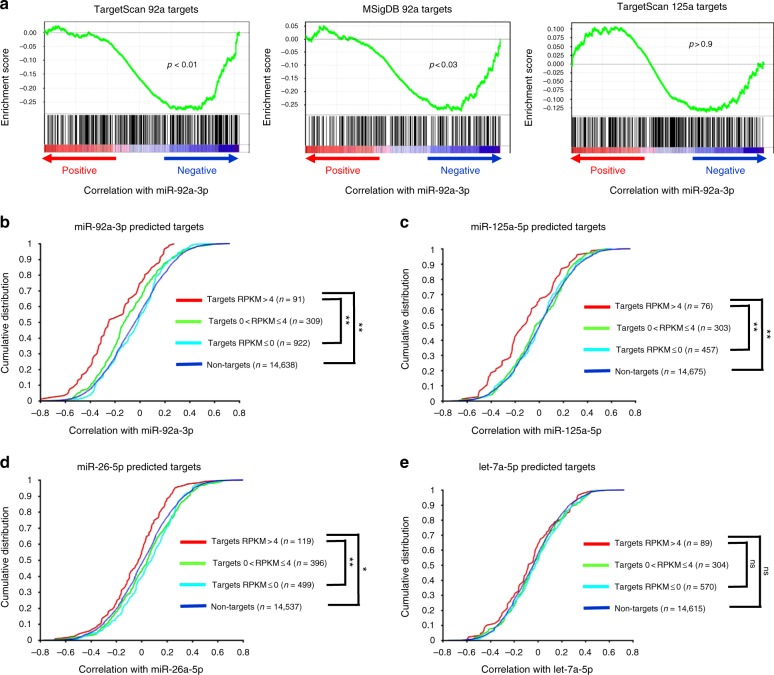
Relationships between miRNA and miRNA targets in paired half-cell data. **a** mRNAs were ranked according to their correlation with miR-92a-3p using data from the 19 pairs of half-cell miRNA and mRNA profiles. The resultant rank list was queried with predicted targets of miR-92a-3p obtained from TargetScan or MSigDB (left and middle panels) or with targets of miR-125a-5p from TargetScan (right panel). Gene set enrichment analysis plots are shown with *P-*values indicated. **b**–**e** mRNAs were ranked according to their correlation with **b** miR-92a-3p, **c** miR-125a-5p, **d** miR-26a-5p, or **e** let-7a-5p. Cumulative distribution functions were plotted with non-targets and with predicted targets of the corresponding miRNA (based on TargetScan). Predicted targets were further categorized based on the mean RPKM values across the 19 K562 half-cell samples. The number of genes in each category is indicated in parentheses. *P-*values were calculated based on the Kolmogorov–Smirnov test between the indicated pairs of conditions. **P < 0.005; *P < 0.05; ns not significant

While examining the predicted targets of miR-92a-3p, we noticed an interesting relationship between the level of target expression and the likelihood of the target being negatively correlated with the miRNA. Specifically, for targets of higher abundance (mean log2(RPKM) > 4), we observed a much stronger and significant enrichment toward negative correlation than targets with lower expression (Fig. 4b). This relationship could also be observed when analyzing correlation between miR-125a-5p and its predicted targets, as well as between miR-26a-5p and its targets (Fig. 4c, d). 

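Of the matched targets of miR-92a-3p, 90 had a mean log2 FPKM above 4, 301 a mean between 0 and 4, and 324 a mean at or below 0. Their median r with miR-92a-3p was −0.247, −0.127 and −0.0130, and that of the 14609 non-targets was −0.0393. Abundant targets differed from non-targets by −0.207 in median r (p = 5.66e-07, two-sided Kolmogorov-Smirnov test across genes, which are not independent replicates), and 74.4% of them had a negative r. Against the 3453 non-targets with a mean above 4, the difference was −0.227 (p = 1.48e-05). Permuting cells keeps the correlation between genes, and gave p = 0.0137 (100000 resamples) for a difference of −0.155 in mean r to all non-targets. In 100 random pairings of cells, the Kolmogorov-Smirnov p was below 0.05 in 43 and as small as the observed one in 1. With each cell left out in turn, the difference in median r stayed between −0.242 and −0.157. The alternative that moved it most was a mean log2 above 5, which gave −0.0914 (p = 0.0289). Among the 90 genes, C6orf62 had the most negative r, −0.799 (permutation p = 6e-05, adjusted p = 0.00540 over the 90 by Benjamini-Hochberg). Its Spearman correlation was −0.816 (p = 6e-05), and r was −0.698 without the 2 cells farthest from the median. UGP2 followed with −0.717 (p = 0.00077, adjusted p = 0.0346) and a Spearman correlation of −0.746 (p = 0.00043), and DPY30 with −0.613 (p = 0.00618, adjusted p = 0.166) and −0.514 (p = 0.0259). Without the 2 cells, r was −0.578 for UGP2 and −0.498 for DPY30. Only C6orf62 and UGP2 were below an adjusted p of 0.05.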

In both cases, only targets with mean log2(RPKM) over 4 showed significant enrichment toward negative correlation with the corresponding miRNA, whereas targets with lower expression were not. Indeed, if all the targets of miR-125a-5p and miR-26a-5p were analyzed without categorization based on their expression levels, we could not detect any significant enrichment. This was obviously due to predicted targets of lower expression diluting out the signal for abundantly expressed targets, the latter of which were of a small fraction among all predicted targets. 

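For miR-125a-5p, 75 abundant targets had a median r of −0.105, and 14642 non-targets one of 0.00558 (p = 0.00158, two-sided Kolmogorov-Smirnov test across genes). Against the 3468 non-targets with a mean log2 above 4, whose median r was −0.0502, p was 0.249. With cells permuted, p was 0.0752 against all non-targets and 0.0791 against those with a mean above 4. Random pairings of cells gave a Kolmogorov-Smirnov p below 0.05 in 42 of 100, and one as small in 15. For miR-26a-5p, 117 abundant targets had a median r of −0.0125, and 14505 non-targets one of 0.0165 (p = 0.0587). Against its 320 targets with a mean at or below 0, whose median r was 0.0809, p was 0.000703. Against the 3426 non-targets with a mean above 4 the difference in median r changed sign, to 0.0465 (p = 0.402). With cells permuted, p was 0.509 against all non-targets and 0.874 against those with a mean above 4. For miR-26a-5p, 66 of 100 random pairings gave a Kolmogorov-Smirnov p below 0.05. The abundant targets with the most negative r were WARS (−0.640), PPP1CA (−0.508) and MLF2 (−0.505) for miR-125a-5p, and C20orf24 (−0.684), ATP5A1 (−0.589) and VDAC1 (−0.528) for miR-26a-5p. Permutation p-values of these 6 genes were between 0.00126 and 0.0285, and none had a Benjamini-Hochberg adjusted p below 0.05 over the abundant targets of its miRNA. Their Spearman correlations were between −0.658 and −0.423, with permutation p-values between 0.00274 and 0.0727. Without the 2 cells farthest from the median, r was between −0.706 and −0.249. From the abundant targets of these miRNAs, the paper proposes that miRNA heterogeneity contributes to shaping mRNA variability in single cells.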

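With all matched targets together, the 682 targets of miR-125a-5p had a median r of −0.0130 (p = 0.311, two-sided Kolmogorov-Smirnov test against non-targets, across genes) and the 819 targets of miR-26a-5p one of 0.0420 (p = 0.0510). The 715 targets of miR-92a-3p had a median r of −0.0867 (p = 0.00208), and with cells permuted p was 0.102.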

See Discussion for the possible explanations of this observed correlation. Taken together, the data above suggest that miRNA heterogeneity contributes to shaping the mRNA variability in single cells, particularly for abundantly expressed targets.

The three miRNAs mentioned above, including miR-92a-3p, miR-125a-5p, and miR-26a-5p, shared the common properties that they were of relatively high abundance in K562 cells and they had a reasonably long list of predicted targets (>500) to allow effective stratification by expression levels. We thus examined miRNAs with lower abundance to determine if targeting relationships could also be observed in paired half-cell miRNA and mRNA profiles. 

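Of the predicted targets of the let-7 family, 109 had a mean log2 FPKM above 4. Their median r with let-7a-5p was −0.0792, and that of the 14446 non-targets was −0.0388 (p = 0.670, two-sided Kolmogorov-Smirnov test across genes). With cells permuted, p was 0.731. The sign of the difference was reversed against non-targets of the same abundance when mean r was compared, at 0.0113 (p = 0.829), and without cell 8, at 0.0137.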

For let-7a-5p, which was weakly expressed in K562 cells (Fig. 2b, c), we did not observe significant enrichment of targets toward negative correlation with the miRNA, even though a trend could be seen for predicted targets with abundant expression levels (Fig. 4e). This was not surprising, as it has been reported that functional targeting requires at least several hundred miRNA molecules per cell^45^. Likewise, we did not observe significant targeting relationships for let-7i-5p and miR-146b-5p, presumably due to low abundance (for let-7i-5p) or a short list of predicted targets (for miR-146b-5p).

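With let-7i-5p, the 109 abundant let-7 targets had a median r of 0.00574 and the non-targets one of −0.0463 (p = 0.186, two-sided Kolmogorov-Smirnov test across genes), so the targets lay above the non-targets. With cells permuted, p was 0.538. Leaving out cell 8 gave a difference of 0.142 in median r (p = 0.000184), leaving out cell 4 gave 0.0744 (p = 0.0422), and leaving out cell 11 gave −0.000992 (p = 0.0379). No target list of miR-146b-5p was used here.

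**Figure D3:**
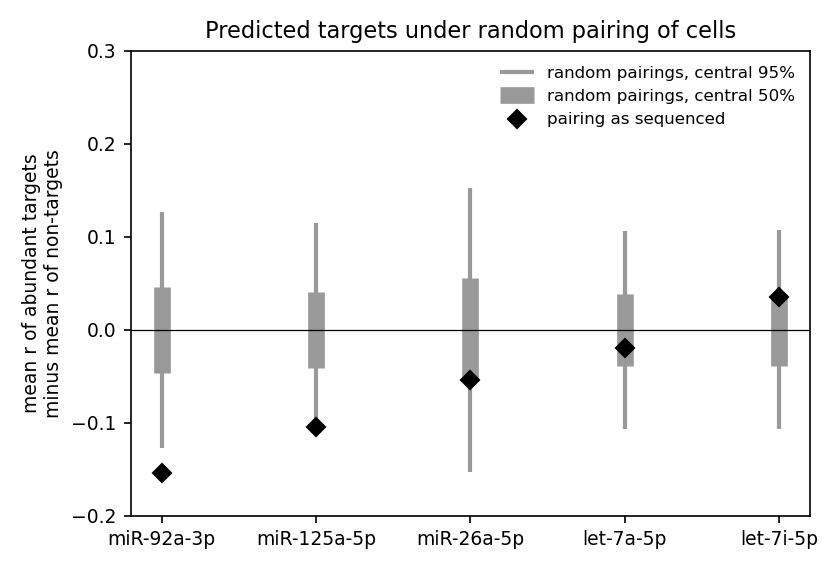
Mean r of abundant predicted targets minus mean r of non-targets for 5 miRNAs. Diamonds are the pairing of cells as sequenced, and grey bars are the central 50% and 95% of 100000 random pairings; only the diamond of miR-92a-3p, at −0.155, lies outside the central 95%.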

Taken together, the data above demonstrate the feasibility of examining functional miRNA targeting directly in paired half-cell miRNA and mRNA profiles, with the targeting relationship on the single-cell level being dependent on both the level of miRNA expression and the level of its targets. The data suggest the possibility for abundantly expressed miRNAs to influence global transcriptomic phenotypes in single cells.

### Regulation of miRNA expression heterogeneity

It is conceivable that heterogeneity in cells’ molecular states may contribute to miRNA expression heterogeneity. We thus attempted the search for regulatory relationships that control miRNA gene expression utilizing the cell-to-cell variability of miRNA and mRNA in single cells. We specifically focused on the two highly variable miRNAs, miR-146b-5p and let-7i-5p, and queried the mRNA genes (e.g., using gene set enrichment analysis (GSEA) based upon the MSigDB database^46^) or molecular connectivity (e.g, using the Connectivity Map (CMap)^47^) in order to reveal cellular pathways and chemical perturbations that are capable of modulating the expression of the corresponding miRNA (Fig. 5a).

**Fig. 5:**
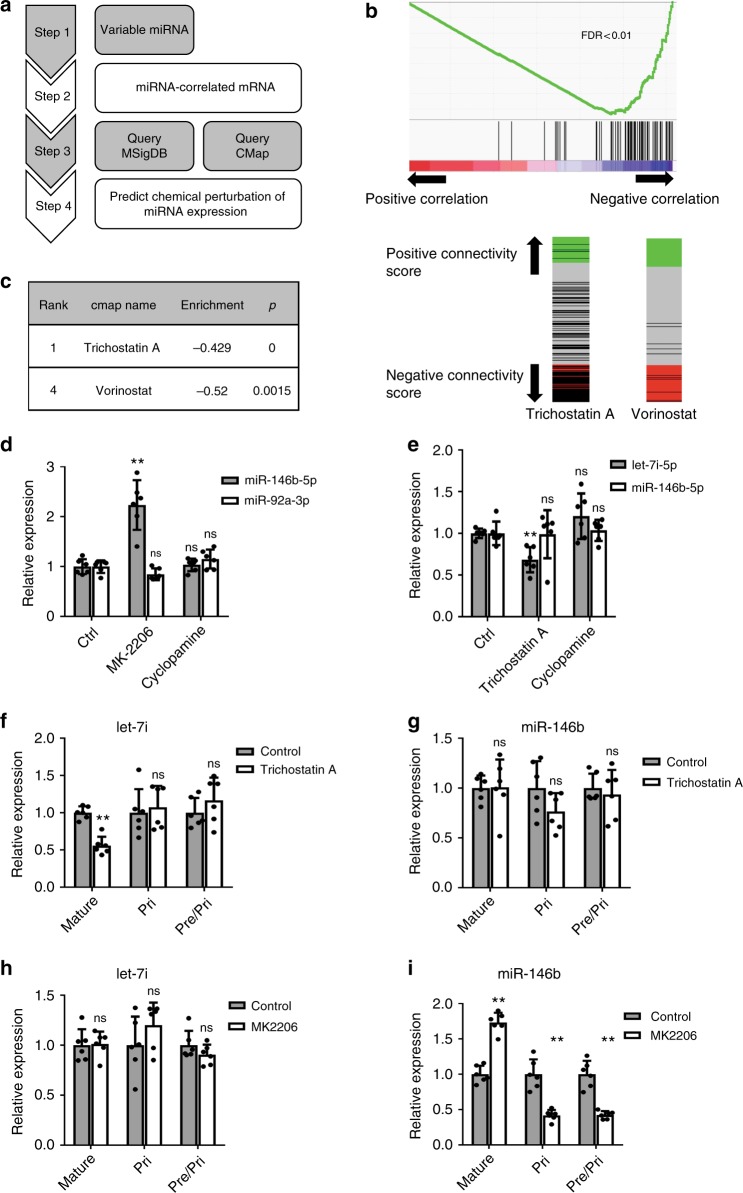
Uncovering regulators of miRNA expression through paired half-cell data. **a** Schematics of the approach to infer chemical perturbation of miRNA expression through paired half-cell mRNA and miRNA profiles. Regulators of miRNA were predicted based on gene set enrichment analysis (GSEA) Molecular Signature Database (MSigDB) and Connectivity Map (CMap). **b** mRNAs were ranked according to Pearson correlation coefficients with miR-146b-5p. The resultant rank list was used to query the MSigDB database. An enrichment plot is shown for the gene set KEGG-Ribosome in which genes in this gene set were enriched for negative correlation with the miRNA. False discovery rate (FDR) is indicated. **c** mRNAs were ranked according to Pearson correlation coefficients with let-7i-5p. mRNAs with correlation coefficient *R* > 0.45 were defined as the positive signature whereas mRNAs with correlation coefficient *R* < −0.45 were used as the negative signature. mRNA signatures of let-7i-5p were used to query the CMap database. Two HDAC inhibitors were ranked at the top of the list (left panel). Right panel shows the enrichment plots of Trichostatin A and Vorinostat treatment instances within the CMap database. **d**–**i** K562 cells were treated with 10 µM AKT inhibitor MK-2206, 10 µM Cyclopamine, 1 µM HDAC inhibitor Trichostatin A or vehicle control (DMSO) for 24 h. **d**, **e** The expression levels of miR-146b-5p, miR-92a-3p, or let-7i-5p were determined with qRT-PCR. *N* = 6 biological replicates. Error bars: standard deviation. A representative experiment out of two is shown. **f**–**i** Mature miR-146b-5p and let-7i-5p levels, as well as the expression levels of the corresponding primary miRNA transcript were determined by qRT-PCR. In addition, primer sets that detect both primary and precursor miRNAs were also used (pri/pre). *N* = 6 biological replicates. Error bars: standard deviation. A representative experiment out of two is shown. *P < 0.01; **P > 0.05; ns not significant, as determined by Student’s *t*-test

For miR-146b-5p, we ranked mRNA genes according to their correlation with the miRNA, and performed GSEA querying MSigDB^46,48^. 

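The list of ribosomal protein genes stands in for the KEGG set, whose members were not available. Of its 78 members, 74 had a negative Pearson correlation with miR-146b-5p across the 19 cells, and the mean r was −0.254. The enrichment score was −0.741 (p = 0.00429, 1000 permutations of gene labels). The paper's reported score for the KEGG set is −0.729. With cells permuted, which keeps the correlation between the ribosomal genes, the mean r had p = 0.136. Against the 429 other genes with a mean log2 above 8, whose mean r was −0.0451, the difference was −0.209 (p = 0.0670, cells permuted). Given the number of genes detected per cell, the mean partial r was −0.106. RPS23 (r = −0.608, p = 0.00574), RPS12 (−0.513, p = 0.0263) and RPL13A (−0.496, p = 0.0289) had the most negative values, and adjusted p-values between 0.448 and 0.524 over the 78 genes (Benjamini-Hochberg), of which none was below 0.05 and 5 were before adjustment. Their Spearman correlations were −0.604 (p = 0.00722), −0.507 (p = 0.0287) and −0.449 (p = 0.0556), and without the 2 cells farthest from the median r was −0.521, −0.509 and −0.573. Among the 3543 genes with a mean above 4, RANGRF, EIF3A and ASS1 had the most negative r (−0.703, −0.671 and −0.668) and MTIF3, CSRP1 and NEAT1 the most positive (0.761, 0.745 and 0.703). None of the 3543 had an adjusted p below 0.05, and 125 had an unadjusted permutation p below it. The Spearman correlations of these 6 genes had the same signs, with permutation p-values between 9e-05 and 0.00526, and r kept its sign in each of them without the 2 cells.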

The most noticeable association was a negative relationship between multiple gene sets for protein translation and miR-146b-5p (Fig. 5b and Supplementary Data 3). Interestingly, protein translation was also identified as a molecular process differentially expressed between the major mRNA transcriptomic subtypes (Fig. 3c). We hypothesized that a common upstream regulator controls cellular translation and miR-146b-5p expression in opposite ways. Given that the AKT pathway positively regulates cellular translation, we thus tested the hypothesis that inhibition of AKT could elevate miR-146b-5p expression. We treated K562 cells with an allosteric AKT inhibitor MK-2206, which significantly increased miR-146b-5p expression (Fig. 5d). A similar increase was observed in MCF-7 cells (Supplementary Figure 11a). In contrast, MK-2206 did not affect miR-92a-3p or let-7i-5p (Fig. 5d, h), and the inhibition of the hedgehog pathway by cyclopamine or the inhibition of HDAC by Trichostatin A did not significantly affect miR-146b-5p expression in K562 cells (Fig. 5d, g), indicating the specificity at the levels of both miRNA and cellular pathway. Upon AKT inhibition of K562 cells, we noticed that the intercellular variability of miR-146b-5p expression was reduced (Supplementary Figure 11b, for control std = 2.41, for AKT inhibition std = 1.50; *P* < 0.006 by permutation tests, see Methods). We further noticed that the AKT inhibitor elevated the expression of mature miR-146b-5p, but decreased the expression of the primary transcript of miR-146b (Fig. 5i), whereas no change was observed for the pri-let-7i or mature let-7i-5p (Fig. 5h), suggesting that the AKT pathway specifically inhibits the post-transcriptional maturation of miR-146b. Similar results were observed when K562 cells were treated with two additional AKT inhibitors (Supplementary Figure 11c, d). These data indicate that a previously unknown regulatory relationship for miR-146b-5p expression could be uncovered by analyzing the correlation between miRNA and mRNA profiles in single cells, and support a role for AKT to control intercellular variability of miRNA expression.

For mRNAs correlated with let-7i-5p, we did not find statistically significant positive or negative enrichment for any gene set in MSigDB after multiple-hypotheses correction (Supplementary Data 3). Instead, we defined the positive and negative transcriptomic signatures of let-7i-5p by using mRNAs correlated and anti-correlated with this miRNA respectively, and used these signatures to query the CMap, a database of gene expression responses in the presence of chemical perturbation^47^. 

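Of 15324 genes, 144 had an r above 0.45 with let-7i-5p and 541 an r below −0.45. In 100 random pairings of cells, the median number was 338 above 0.45 and 439 below −0.45. All 100 pairings gave at least 144 genes above the threshold, and 13 gave at least 541 below it. No gene had a Benjamini-Hochberg adjusted p below 0.05 from the Pearson correlation, and 655 had an unadjusted p below it. Leaving out cell 8 raised the number above 0.45 to 460. Among genes with a mean log2 above 4, C1orf43 (r = −0.810), FAM195B (−0.735) and CNPY2 (−0.696) were the most negative and PITX1 (0.654), LIN37 (0.611) and PAGE2B (0.601) the most positive. C1orf43 had a permutation p of 2e-05, with an adjusted p of 0.0709 over 3543 genes, and a Spearman correlation of −0.816 (p = 2e-05). Without the 2 cells farthest from the median its r was −0.716. The other 5 genes had permutation p-values between 0.00024 and 0.00637, adjusted p-values between 0.425 and 0.998, and Spearman correlations of the same sign with p-values between 0.00037 and 0.0144. The Connectivity Map query was not repeated.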

Two histone-deacetylase (HDAC) inhibitors, including Trichostatin A, were scored as top hits (Fig. 5c and Supplementary Data 4), whose gene expression responses in CMap database were negatively enriched for the let-7i-5p signature, leading to the hypothesis that inhibiting HDAC could decrease let-7i-5p expression. This was again experimentally verified by treating K562 cells with Trichostatin A, which led to a significant downregulation of let-7i, with no effect on miR-146b-5p (Fig. 5e, g). MK-2206 and cyclopamine that target other pathways had no effect on the expression of let-7i-5p (Fig. 5e, h). Trichostatin A did not alter the level of primary let-7i transcript, suggesting post-transcriptional control on let-7i-5p expression (Fig. 5f). Taken together, the above results support that informative regulatory relationships for miRNA expression could be revealed through single-cell miRNA and mRNA co-profiling.

## Discussion

In recent years, substantial progress has been made in single-cell genomics and previous studies reported on the separation of DNA and RNA for co-measurement of pre-transcriptional alterations (e.g., DNA methylome) and mRNA gene expression. Here, we achieved co-analysis of post-transcriptional regulators (miRNAs) and the mRNA transcriptome in single cells. This was realized with a half-cell genomics approach, which overcomes the challenge to separate and capture small RNAs from mRNA without introducing material loss and technical variation^35^. We evaluated the validity of sequencing half-cell RNA materials to measure single-cell miRNA or mRNA expression profiles, and further combined half-cell miRNA and mRNA profiles from the same single cells to perform multi-omic analysis. Having the genome-wide miRNA and mRNA profiles from the same single cells permits direct assessment of whether intercellular mRNA transcriptomic heterogeneity is in part shaped by the intercellular variability of the corresponding miRNA regulators. We observed that several abundantly expressed miRNAs, including miR-92a-3p, miR-125a-5p and miR-26a-5p, were more inversely correlated with its predicted targets than non-targets, supporting the above notion. Predicted targets with abundant expression levels were more strongly anti-correlated with the miRNA than predicted targets with lower expression. Why was a stronger anti-correlation observed only for predicted targets of high abundance? One possibility is that the higher technical noise (on log2-transformed data) for genes with low expression levels resulted in the lower degree of statistical significance even if there were correlation between miRNA and targets. Another possibility is that protein-coding genes with low expression levels are more prone to regulation by miRNAs of both high and low abundance, diluting the correlation with any given single miRNA. In contrast, protein-coding genes with high expression levels are susceptible to regulation only by abundantly expressed miRNAs, leading to the preservation of correlation with the corresponding miRNA. This second possibility is consistent with recent findings that support the efficacy of miRNA-mediated regulation being a function of the ratio between miRNAs and targets^49–52^. Overall, our experiments opened up the opportunity to interrogate single cells for post-transcriptional regulation of protein-coding genes to modulate mRNA cell-to-cell variability.

In addition to assessing miRNA-based regulation of mRNA heterogeneity, the availability of paired half-cell mRNA and miRNA profiles allowed us to derive informative and verifiable hypotheses on regulatory relationships between cellular pathways and miRNA expression that may contribute to intercellular heterogeneity of miRNA expression. Notably, the expression of miR-146b-5p could be regulated by an AKT inhibitor, which is well recognized to control protein translation. This regulation seems to occur at the level of miRNA maturation, because the primary transcript was reduced yet the mature miRNA was increased. This effect cannot be explained by previous findings of AKT controlling AGO2^53^, which would predict similar responses to AKT inhibition by all miRNAs. The lack of effect of the AKT inhibitor on other miRNAs (miR-92a-3p and let-7i-5p) and the decrease of primary miR-146b transcript by AKT inhibition indicate that this modulation occurs at a separate step from AGO2 regulation. The exact mechanism requires further studies to elucidate. Similarly, we demonstrated that the let-7 family member let-7i-5p could be downregulated by HDAC inhibition. HDAC inhibition is often associated with activation of gene transcription, which did not seem to occur with let-7i, as the primary transcript of let-7i was not altered, again supporting the existence of post-transcriptional regulation of let-7i-5p by HDAC. It is thus interesting that post-transcriptional regulation of both mRNA and miRNA can be revealed on the single-cell level through co-analysis of mRNA and miRNA transcriptomes.

While our study demonstrated the feasibility and utility of obtaining paired half-cell mRNA and miRNA profiles, our current approach has limited throughput in terms of the number of cells per run. Integrating the protocols demonstrated in this work in microfluidic systems could potentially improve on the throughput. Additionally, while this study focused on miRNAs, the half-cell small RNA sequencing data also contain information of other small RNA species, such as tRNA fragments that have been shown to be functionally important in human cancers and other diseases^54–56^. In addition, small RNAs mappable to other genomic regions could be readily detected in our half-cell profiles (Supplementary Data 5). 

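Supplementary Data 5 lists, for each of the 19 half-cell samples, the number of reads mapped to classes of RNA other than miRNA. Over the 19 samples, 833613 reads were on rRNAs, 125557 on snoRNAs, 97861 on tRNAs, 32324 on scRNAs, 16388 on snRNAs and 103 on piRNAs. Between 18195 and 131077 reads per sample were on rRNAs and between 1913 and 11966 on tRNAs. A further 130796 reads were on simple repeats and 220 on microsatellites. These counts are the paper's, and only their sums and ranges were computed.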

We envision that further development and application of half-cell co-profiling of small RNAs and mRNAs could lead to further mechanistic insights into small RNA biology.

## Methods

### Cell culture

K562 and MCF-7 cell lines were obtained from American Type Culture Collection (ATCC). K562 cells were maintained in RPMI 1640 media supplemented with 10% heat-inactivated fetal bovine serum (FBS, Life Technologies # 16000044) at a cell density between 2 × 10^5^ and 2 × 10^6^ ml^−1^ at 37 °C with 5% CO_2_. The murine BaF3 cells were from our laboratory stock and cultured in RPMI 1640 medium containing 10% FBS, 1% of 100 × Penicillin–Streptomycin–Glutamine (Life Technologies # 10378016) and 3 ng ml^−1^ of recombinant murine IL-3 (Peprotech #213-13). MCF-7 cells were cultured in DMEM media (Life Technologies, #11995065) with 10% FBS and 1% of Penicillin–Streptomycin–Glutamine. K562 cells were tested and showed sensitivity to Imatinib. BaF3 cells were tested and showed sensitivity toward IL-3 withdrawal. MCF-7 cells were tested and showed sensitivity toward estrogen receptor inhibition. Cells were acquired mycoplasma-free, but have not been specifically tested for mycoplasma in this study.

For deriving K562 single-cell clones, single K562 cells were hand-picked under microscope (see Cell Lysis for details) and maintained in single wells of a 96-well plate. Visual inspection was performed to ensure that only a single cell was present per well. Expanded single-cell clones were harvested after ~20 days from the initial single-cell plating and further expanded for total RNA preparation.

For chemical treatment experiments, K562 cells were plated at 50,000 cells per well in a 96-well plate. Cells were treated with 10 µM of cyclopamine, 10 µM MK-2206, 1 µM Trichostatin A, 5 µM Afuresertib (AFU) or 10 µM Ipatasertib (IPA). All chemicals were from Sigma Aldrich, except for AFU and IPA which were from Selleckchem (GSK2110183 and GDC-0068). Chemicals were dissolved in DMSO, and DMSO was added to the control group. Cells were harvested after 24 h for total RNA extraction.

### Oligonucleotides and primers

Sequences and modifications are available in Supplementary Data 6.

### Cell lysis and pre-treatment

Cells were washed once with cold PBS (Corning, #21-031-CV) and diluted to< 1000 cells ml^−1^. Prior to picking single cells, 10 µl of lysis buffer (0.25% Triton X-100, Sigma #T8787, 4 units (U) recombinant RNase Inhibitor, Takara #2313 A) was deposited in each PCR tube. All single-cell experiments were performed using 8-strip PCR tubes (USA Scientific #1402–4700) and 10 µl filter tips (Denville #P1096-FR). To ensure single-cell resolution, we performed most experiments by hand-picking of single cells under microscope. The diluted cell mixture was placed on the cover of a petridish, and single cells without close neighbors were manually picked using a 10 µl pipette, with each cell contained within less than 1 µl of volume. Single cells were then added into the lysis buffer. The single-cell lysates were stored at −80 °C. After thawing, the lysates were incubated at 72 °C for 20 min or 75 °C for 5 min to release small RNAs for reaction. The lysate was then split into two ~5 µl halves, with each half transferred into an empty PCR tube.

### Small RNA library preparation and sequencing

Preparation of the 3′ adaptor: 5′-phosphorylated 3′ adaptor oligonucleotides were ordered from IDT. Pre-adenylation of 5′-phosphorylated 3′ adaptor was performed by using the 5′ DNA adenylation kit (NEB, #E2610S) and purified using the Nucleotide Removal kit (Qiagen, #28304), both following the manufacturer’s protocol. The concentration of the pre-adenylated adaptor was estimated by analysis on an 15% denaturing polyacrylamide gel (made with American Bioanalytical Sequel NE, #AB13021, AB13022) and comparison of band intensity to known quantities of synthesized oligonucletides. The pre-adenylated 3′-adaptor (referred to below as 3′ adaptor) was stored at −80 °C in aliquots. 5′ Adaptor was ordered from Dharmacon. All other oligonucleotides were from IDT. Purification of oligonucleotides was performed by the synthesis companies.

Small RNA library preparation: Single-cell or half-cell lysate (5 µl) was subjected to 3′ adaptor ligation by adding 5.24 µl of 3′ adapter ligation reaction mixture (1 pmol 3′ adapter, 1.66 µl 50% PEG 8000, NEB #M0373S, 250 U T4 RNA Ligase 2 truncated KQ, NEB #M0373S, 0.83 µl 10 × T4 RNA ligase buffer, NEB #M0373S, 20 U recombinant RNase Inhibitor, Takara, #2313 A) and the reaction was incubated at 30 °C for 6 h followed by 4 °C for 10 h. Next, 5 µl adaptor-digestion mixture was added (10 pmol RT primer, 5 U Lambda exonuclease, NEB #0262 S, 5 U 5′ deadenylase, NEB #M0331S) and the reaction was incubated at 30 °C for 15 min followed by 37 °C for 15 min. Next, 5 µl 5′ adapter ligation reaction mixture was added (10 pmol 5′ adapter oligo, 10 U T4 RNA ligase 1, Thermo Fisher #EL0021, 1 µl T4 RNA ligase buffer, Thermo Fisher #EL0021, 2 µl 50% PEG 8000, NEB #M0373S) and incubated at 37 °C for 1 h. Reverse transcription reaction was performed in three steps using M-MLV reverse transcriptase (RT) (Invitrogen #28025013). First, 5 µl of RT reaction mix was added (10 pmol RT primer) and the reaction was incubated at 65 °C for 5 min. Second, the mix of 2.1 µl 5× First-Strand buffer (Invitrogen, #28025013), 0.3 µl H_2_O and 0.8 µl of 0.1 M DTT (Invitrogen #28025013) was added and incubated at 42 °C for 30 min. Third, 3.3 µl of RT reaction was added (0.6ul M-MLV reverse transcriptase, 1 µl 5× First-Strand buffer, Invitrogen #28025013, 0.3 µl H_2_O, 0.8 µl of 0.1 M DTT, Invitrogen #28025013 and 0.6 µl 10 mM dNTP mix, Invitrogen #18427088) and the reaction was incubated at 42 °C for 2 h. The first PCR amplification was carried out by adding 35 µl of the reagents (3.5 µl 10×ThermoPol Reaction Buffer, NEB #M0267S, 0.7 µl 10 mM dNTP mix Invitrogen #18427088, 35 pmol RT primer oligo, 35 pmol PCR primer oligo, 0.5 µl Taq DNA Polymerase NEB #M0267S, 23.3 µl H_2_O) and incubating at 98 °C for 30 s followed by 13 cycles of 98 °C for 10 s, 60 °C for 30 s and 72 °C for 30 s and a final incubation at 72 °C for 5 min. Next, 1 µl of the amplified product was transferred to a fresh tube and to 25 µl of second PCR reaction (consisting of 10 µM indexed primer, 10 µM 5′ Illumina PCR primer, 2.5 µl 10× ThermoPol Reaction buffer, 0.5 µl Taq DNA Polymerase NEB #M0267S, 0.5 µl 10 mM dNTP mix, Invitrogen #18427088), followed by a 30 s incubation at 98 °C, 13 cycles of 98 °C for 10 s, 67 °C for 30 s, and 72 °C for 30 s and a final incubation at 72 °C for 5 min. PCR products of ~140 bp were gel-purified after the second PCR on an 8% non-denaturing acrylamide gel. Gels were prepared by using Protein Gel Mix (American Bioanalytical #AB00283). Samples were prepared by adding 1/5 volume of 6X Gel loading dye purple (NEB #B7024S). Electrophoresis was performed at 140 V for 80 min. After electrophoresis, the gel was stained in 15 ml water containing 1.5 µl GelStar Nucleic Acid Gel Stain (Lonza #50535) for 15 min. Bands were cut, eluded in 0.3 M sodium chloride overnight and precipitated.

All barcoded small RNA libraries were sequenced on an Illumina HiSeq 2000 instrument. Alternatively, for Luminex-based detection, the second PCR was performed with a 5′ biotinylated primer, and detected on the Luminex platform as previously published^57^.

### SMART-Seq mRNA profiling library preparation and sequencing

We followed the manufacturer’s protocol of SMART-Seq v4 Ultra Low Input RNA kit for sequencing (Clontech #634889). Then, Nextera DNA Library Preparation Kit (Illumina #FC-131-1096) was used to fragment and prepare the sequencing library. The libraries were sequenced on an Illumina HiSeq 2000 instruments with paired end 100 base reads.

### Massively parallel single-cell 3′-enriched RNAseq

Massively parallel single-cell 3′-end mRNA sequencing was performed by adopting the DropSeq chemistry procedure^37^ to microwell arrays, modified from those demonstrated before^38,39^. Microwell arrays were fabricated in polydimethylsiloxane (PDMS) using standard soft lithography. Each array consists of 15,000–50,000 microwells, and microwells are sized 55 micron in diameter and 45 µm in depth to ensure capture of only one barcoded bead with poly-T-containing probe in each well by size exclusion. Cells were loaded into the device such that only 5–10% of the wells were loaded with single cells to prevent cell doublets and verified by microscopy before proceeding further. Once cell loading was completed, beads were loaded into the array at high density to ensure that each well receives a single bead (>95% bead occupancy). Following bead loading, lysis buffer was introduced into the array, and the array was then immediately sealed by introducing fluorinated oil. The cell lysates and beads were then incubated for an hour to capture the released mRNA molecules onto barcoded beads. Beads were then removed from the devices by centrifuging the devices upside down to push the beads out of microwells and flushing them out into an Eppendorf tube. The beads are then processed with subsequent reverse transcription, exonuclease treatment, amplification, and library preparation as in the Dropseq protocol, and sequenced using paired end sequencing. After sequencing, read alignment and generation of gene expression matrices were performed as described in the DropSeq protocols^42^.

### Small RNA sequence analysis

Small RNA reads were analyzed by a custom perl pipeline that has been described^58^. This pipeline was based on the miRDeep2 package^56^. Briefly, after removing adaptor sequences, collapsing reads with the same sequence, and removal of reads with less than 15 bases in length, small RNA reads were mapped to miRNA precursors from miRBASE release 21 using miRDeep2, allowing zero mismatches. Mapped reads were quantified by miRDeep2. In addition, reads were also mapped to several categories of known RNA species sequentially, using bowtie2. Reads were first mapped to human miRNA precursors, with unmapped reads used in the next step to map to snoRNAs. Similar sequential mapping was performed for snRNA, scRNA, tRNA, rRNA, and piRNAs. Unmapped reads left from the above mapping were also mapped to the genome. However, we found that there are often sequence variants of the ligation adaptors with perfect or near perfect mapping to the genome, thus creating artefacts. We thus did not utilize the mapping to the genome to quantify the mapping results. Overall, among the 19 half cells, total reads that map to miRNA account for 30.18 ± 7.62% (mean ± standard deviation, *N* = 19 cells; same for numbers below) of all reads mapping to the above mentioned RNA species. Reads that map to snoRNA, snRNA, scRNA, tRNA, rRNA, and piRNA represent 8.23 ± 2.41%, 1.02 ± 0.33%, 2.17 ± 1.07%, 6.11 ± 0.88%, 52.28 ± 9.27%, and ~0.01% respectively.

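The number of miRNA reads recovered from the deposited fractions was set beside the class counts of Supplementary Data 5, cell by cell. The miRNA share was 30.2% ± 7.62 (SD, n = 19 cells), with a range from 17.4% to 42.1%. The share was 52.3% ± 9.27 for rRNA, 8.23% ± 2.41 for snoRNA, 6.11% ± 0.881 for tRNA, 2.17% ± 1.07 for scRNA, 1.02% ± 0.327 for snRNA and 0.00619% ± 0.00439 for piRNA. With simple repeats and microsatellites in the denominator, the miRNA share was 27.8%.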

Normalization of miRNA reads were performed by dividing the reads quantified by miRDeep2 with total miRNA reads quantified by bowtie2. This is because some reads were counted multiple times when miRDeep2 assigned them to miRNA precursors, especially for miRNAs that map to multiple genomic loci. The resultant data reflect the fraction of a given miRNA within all miRNAs, which we refer to as miRNA expression or miRNA levels in figures. The validity of using this fraction-based data was supported by single-cell qRT-PCR validation. Normalized data were further applied with a minimal expression level of 10e−4 (i.e., all values lower than this threshold were set to this level), and log2-transformed for further analyses.

### RNAseq data analysis

RNAseq data from the half-cell profiles were processed using GenePattern (v3) software. Specifically, K562 RNAseq data were aligned using Tophat to hg19 genome assembly, using gtf files based on UCSC gene definition downloaded from the GenePattern server. Aligned reads were quantified using the CuffDiff program, by using UCSC gtf definition for hg19, to obtain RPKM values. 

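The number of genes above 0 FPKM had a median of 11195 and an SD of 592 across the 19 cells, and 7002 genes were above 0 in every one of them. Above 1 FPKM, 9328 ± 362 genes (SD, n = 19 cells) were listed per half-cell sample. With cell 6 included, the mean above 0 FPKM was 10706.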

Among the 19 half K562 cell profiles, the number of genes detected is 11,209 ± 592 per half-cell (*N* = 19 cells). Data were applied with a minimal expression level of 10e−3, and log2-transformed for further analyses.

To identify similar groups of cells, consensus clustering was performed using matlab codes. Specifically, for each iteration, 80% of samples were randomly sampled, and subjected to hierarchical clustering. Hierarchical clustering was performed with average linkage and Pearson correlation metrics after row-based centering and normalization (subtracting mean of each row and dividing by standard deviation of each row). A total of 50 iterations was performed, and consensus clusters of 2 to 5 were manually examined. Three clusters were selected based on the clustering results for further analyses.

To identify differential gene expression between clusters, permutation was performed to shuffle sample labels, with a total of 5000 iterations, and using *t*-test score as a metric. Nominal *P*- values were obtained by quantifying the fraction of permutations that reached a more extreme *t*-test score. False discovery rates were then computed based on the nominal *P*-values using the Benjamini–Hochberg method. For 19 K562 half-cell data, the differential gene expression was defined with FDR < 0.1. For ~400 K562 single cells, the differential gene expression was defined with FDR < 0.05. Enrichment of pathways was performed by DAVID (v6.8) analysis with the corresponding groups of differentially expressed genes.

### Co-analysis of miRNA and mRNA

To analyze the relationship between miRNA and miRNA targets, mRNA genes were ranked by the Pearson correlation to miRNA expression among the 19 K562 half cells. Initial analyses were performed using gene set enrichment analysis (GSEA v2.0), using miRNA-target gene set defined in MSigDB, with 1000 or more permutations on gene labels, and with Pearson correlation as weights during the enrichment analyses. In addition, miRNA-target genes defined in TargetScan release 7.1 were also examined, using the same enrichment algorithm as in GSEA.

For examining miRNA-target relationships using cumulative distribution functions, the predicted miRNA targets were obtained from TargetScan release 7.1, and filtered to eliminate predicted targets with poor total context scores. Specifically, we only retained predicted targets that had total context scores < −0.1. Targets were further categorized according to mean log2 expression (measured in RPKM). *P-*values were calculated based on the Kolmogorov–Smirnov test, using matlab’s kstest2 function.

For any given miRNA, the rank list of mRNA according to the correlation was also used to query MSigDB for potential pathways or gene sets. To query the Connectivity map (cMap, build 2), the ranked mRNAs were separated into positively correlated genes and negatively correlated genes, with a cutoff of 0.45 or −0.45 for the correlation score. These two lists of gene symbols were then mapped to the probe names of U133A chip to query CMap.

### Single-cell quantitative real time RT-PCR

Single-cell qRT-PCR was performed as detailed below following a published study^19^ with modifications. For preparation of cell lysate for qRT-PCR, prior to picking single cells, 4 µl of lysis buffer (1% Triton X-100, 4 U recombinant RNase Inhibitor, Takara #2313 A) and (2e−19 mole of synthetic hsa-miR-371-5p, Ambion) was deposited in each PCR tube (TempAssure PCR 8-Stripes, USA Scientific #1402–4700). The spiked-in hsa-miR-371-5p permitted final data normalization with a miRNA not expressed endogenously in K562 cells. K562 cells were first washed once with cold PBS. K562 single cells were manually picked by using a 10 µl pipette in 1 µl volume and added to lysis buffer. Cell lysate was stored in −80 °C, thawed and incubated at 75 °C for 5 min and subjected to miScript RT reactions (Qiagen, by adding 2 µl 5× miSript HiSpec buffer, 1 µl 10× nucleotides, 1 µl miScript RT enzyme mix). RT product was diluted 20 times (v/v) with water, and 1 µl diluted RT product was used for Pre-PCR reaction in 10 µl total volume with Power SYBR-green PCR master mix (Applied Biosystems) for miRNAs. For a given experiment, all relevant miRNA-specific primers (2 pmol each), as well as that of the spike-in control were added. See Supplementary Data 6 for specific primers used. qPCR reaction was then performed after pre-PCR and the dilution of pre-PCR product 20 times with water (v/v). The total volume for the reaction was 10 µl (5 µl Power SYBR-green PCR master mix, 2 pmol miScript universal primer, 2 pmol miRNA-specific primer, 2 µl diluted pre-PCR product). The expression of each miRNA was quantified by comparative Ct method (2^−ΔCt^), using the detected levels of hsa-miR-371-5p as a control.

### RNA extraction and bulk population qRT-PCR

Total RNA was extracted using the TRIzol Reagent (Life Technologies #15596018) following the manufacture’s protocol. For qRT-PCR of bulk population samples, 10 ng of total RNA was used for each biological sample. U6 small RNA was used as a control for qRT-PCR of miRNAs. All RT, qPCR and data analysis details were following the procedure in above sections.

### Statistical analysis

Student’s *t*-test (unequal variance, two-tailed) was used in analysis of chemical treatment experiments. Number of replicates were determined after an initial experiment with three biological replicates to gauge the data variation. For analysis of correlation between miRNAs and its predicated targets, Kolmogorov–Smirnov test was used (two-sided) through Matlab kstest2 function. Statistics of gene set enrichment analysis was obtained from the GSEA program output, using the familywise-error rate. For evaluating the variation of miR-146 with AKT inhibitor treatment, *P*-value was calculated using custom matlab codes by performing random permutations. Specifically, for both control and AKT inhibitor groups, 15 samples per group were randomly drawn to calculate standard deviations. A total of 1000 permutations were performed. *P*-value was calculated as the probability of rejecting the hypothesis that the AKT inhibitor group has lower variation than the control group, by dividing the number of random instances, in which the standard deviation of the AKT inhibitor group is larger or equal to that of the control group, by the total number of random instances. *P*-value of 0.006 was observed. Similar significant results were obtained with random sample size from 13 to 18.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

### Code availability

The custom code used for data analysis is available as Supplementary Software 1.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Software 1

Reporting Summary

## Data Availability

Next-generation sequencing data have been deposited to GEO under series GSE114071. A reporting summary for this Article is available as a Supplementary Information file. All other data supporting the findings of this study are available from the corresponding authors on reasonable request.

# Supplementary material for: Single-cell microRNA-mRNA co-sequencing reveals non-genetic heterogeneity and mechanisms of microRNA regulation
**Source:** Nat Commun. 2019 Jan 9;10:95. doi: 10.1038/s41467-018-07981-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Single-cell microRNA-mRNA co-sequencing reveals non-genetic heterogeneity and mechanisms of microRNA regulation**

**Wang *et al.***

## Supplementary Figures

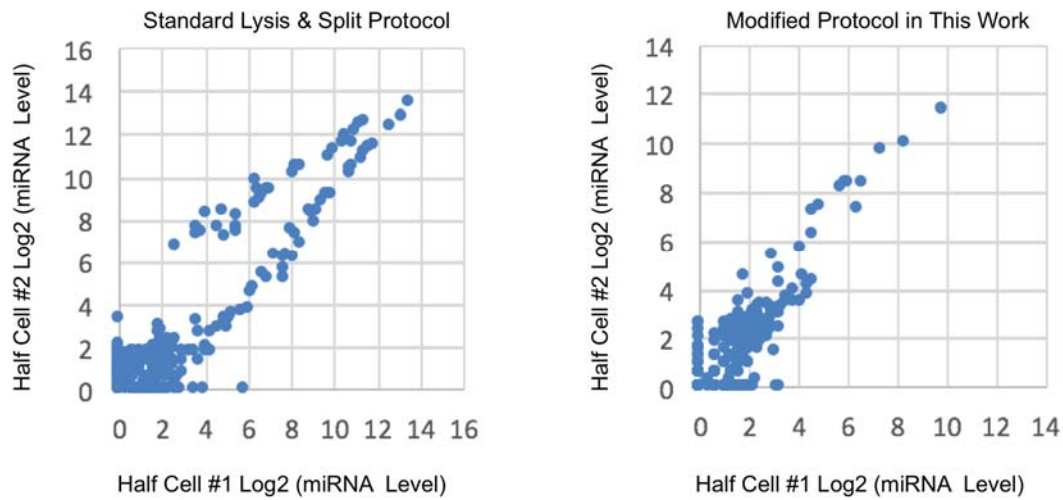

**Supplementary Figure 1. New protocol to improve the splitting of single-cell lysate to profile miRNAs.** Direct splitting of single-cell lysate prepared using current methods did not yield even distribution of miRNAs in two half-cell samples. This is presumably due to the binding of miRNAs in cytoplasmic proteins that are still tethered to partially digested cellular materials. The new protocol that combines multiple freeze/thaw and heat treatment led to significant improvement in single-cell lysate splitting. Left: profiling of microRNAs from two half-cell samples split from the same single cell. Cell lysis was performed using standard methods. Right: the same profiling except that the protocol for the cell lysis and pre-treatment method has been modified for single cell miRNA profiling. The log2 transformed miRNA expression levels (see Methods) are plotted, with each dot representing a single miRNA.

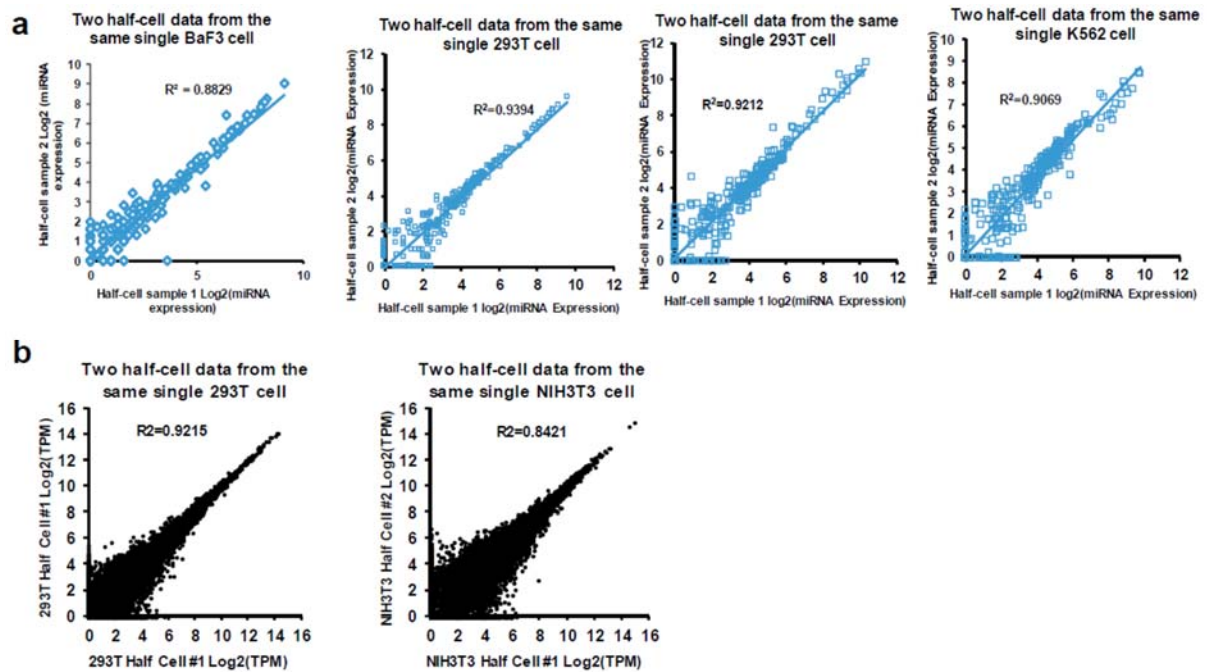

**Supplementary Figure 2. Profiling of miRNA expression in two half-cell samples derived from the same single cells.** (a) The indicated single cells were lysed, and two halves of the lysate from the same single cell were split (using the improved approach) and independently subjected to the processing shown in Figure 1b and then miRNAs were measured on the Luminex Multiplex Bead Array platform. Scatter plots of normalized and log2-transformed miRNA expression levels (see Methods) are shown, with each panel showing data from one of the indicated cells. Each dot represents one annotated miRNA, with  $R^2$  indicated. (b) Similar to (a), the indicated single cells were lysed, and two halves of the lysate from the same single cell were split and subjected to RNAseq analyses. Scatter plots of log2-transformed mRNA expression levels are shown. Each dot represents one annotated mRNA, with  $R^2$  indicated.

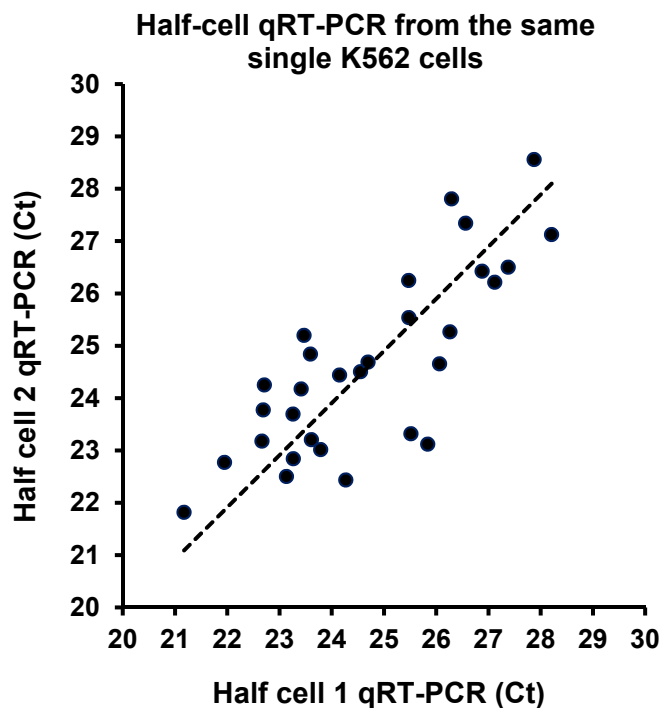

**Supplementary Figure 3. qRT-PCR analysis of miRNA expression in two half-cell samples derived from the same single cells.** Single K562 cells were lysed. Lysate was split with each half of the lysate analyzed for miR-146b-5p expression using qRT-PCR. Each dot reflects a single cell. A total of 30 cells were analyzed. The Scatter plot shows the Ct values (see Methods on single cell qRT-PCR) of the two halves of the same single cells.

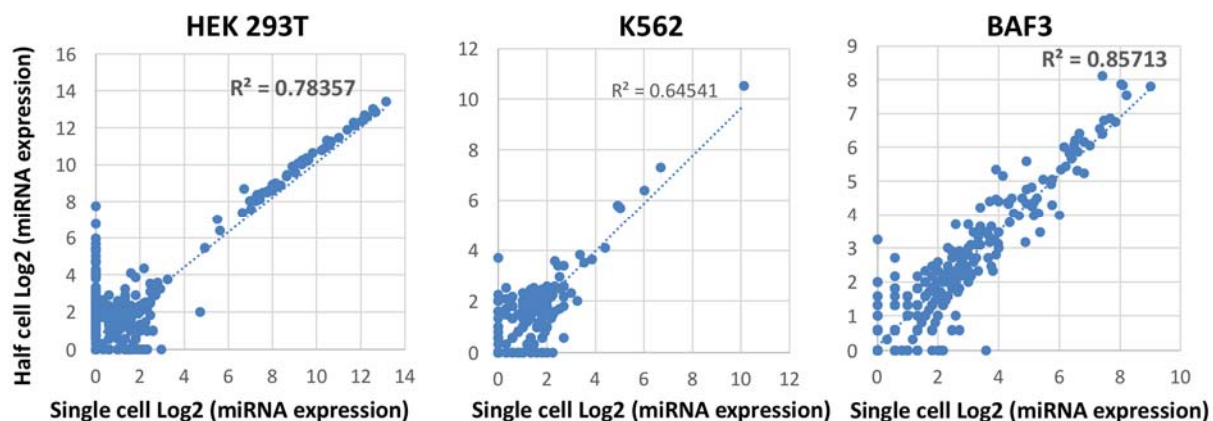

**Supplementary Figure 4. Single-cell vs half-cell miRNA profiles.** Scatter plots showing the comparison of miRNA profile between a single cell and a half cell cross three different types of cell lines. Cell types and  $R^2$  values are indicated. Log2-transformed miRNA expression data are shown (see Methods), with each dot presenting a single miRNA.

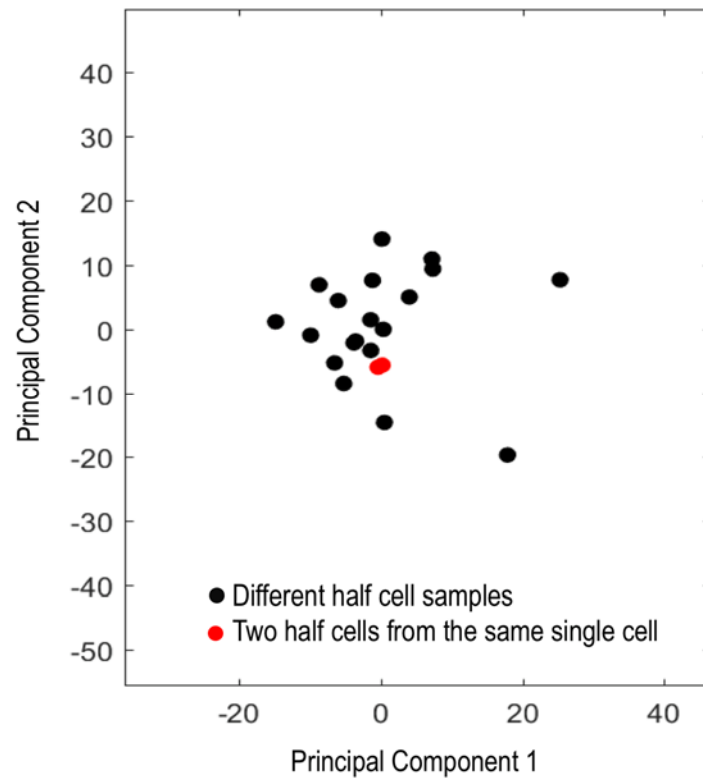

**Supplementary Figure 5. Principal component analysis of half-cell miRNA profiles.**

miRNA expression profiles from 19 different half-cells (black) and two half-cell miRNA profiles from the same single cell (red) were analyzed with principle component analysis, with each dot representing a half cell. Note that the two red dots are very close by.

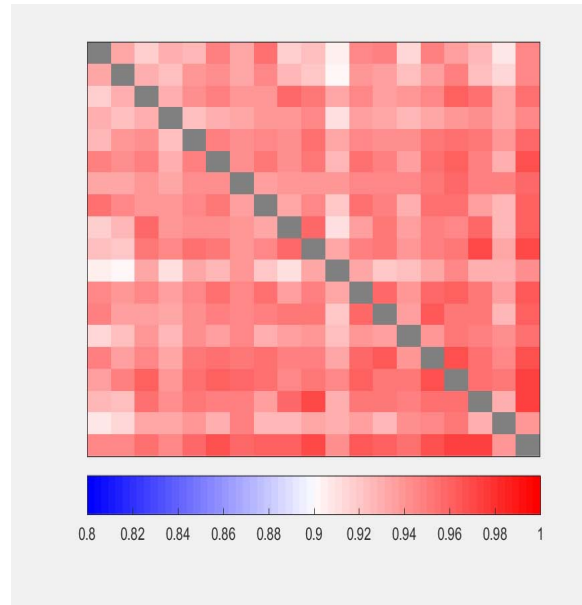

**Supplementary Figure 6. Pair-wise correlation across 19 half-cell miRNA profiles.**

Paired half-cell mRNA and miRNA sequencing was successfully performed for 19 single K562 cells. The heatmap shows the pair-wise correlation matrix of 19 K562 half-cell microRNA data subjected to hierarchical clustering. Color key is shown below the plot as the Pearson Correlation Coefficient  $R$ . A grey color was assigned to designate self-correlations. Overall, there is a good correlation ranging from  $R=0.902$  to  $0.975$  among the group of 19 single cells. The order of cells is the same as in Supplementary Figure 7.

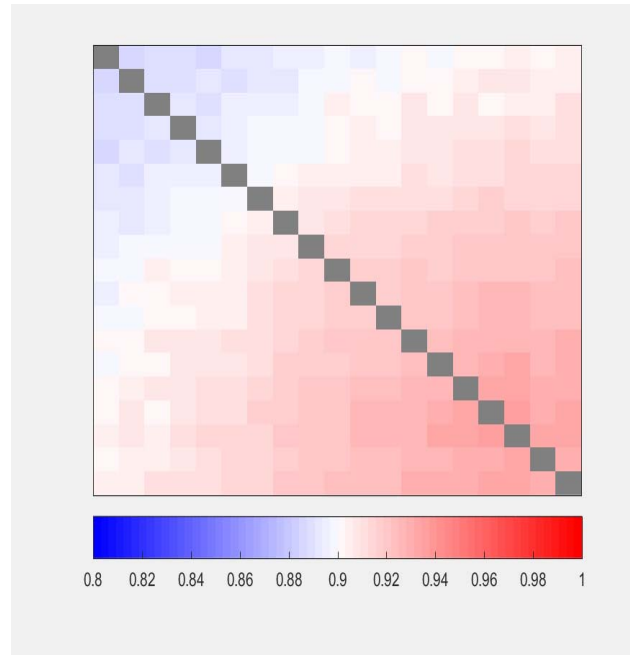

**Supplementary Figure 7. Pair-wise correlation across 19 half-cell mRNA profiles.**

Paired half-cell mRNA and miRNA sequencing was successfully performed for 19 single K562 cells. The heatmap shows the pair-wise correlation matrix of half-cell mRNA data subjected to hierarchical clustering. Color key is shown below the plot as the Pearson Correlation Coefficient R. A grey color was assigned to designate self-correlations. The R value ranges from  $R=0.884$  to  $0.937$  among the group of 19 single cells. The order of cells is the same as in Supplementary Figure 6.

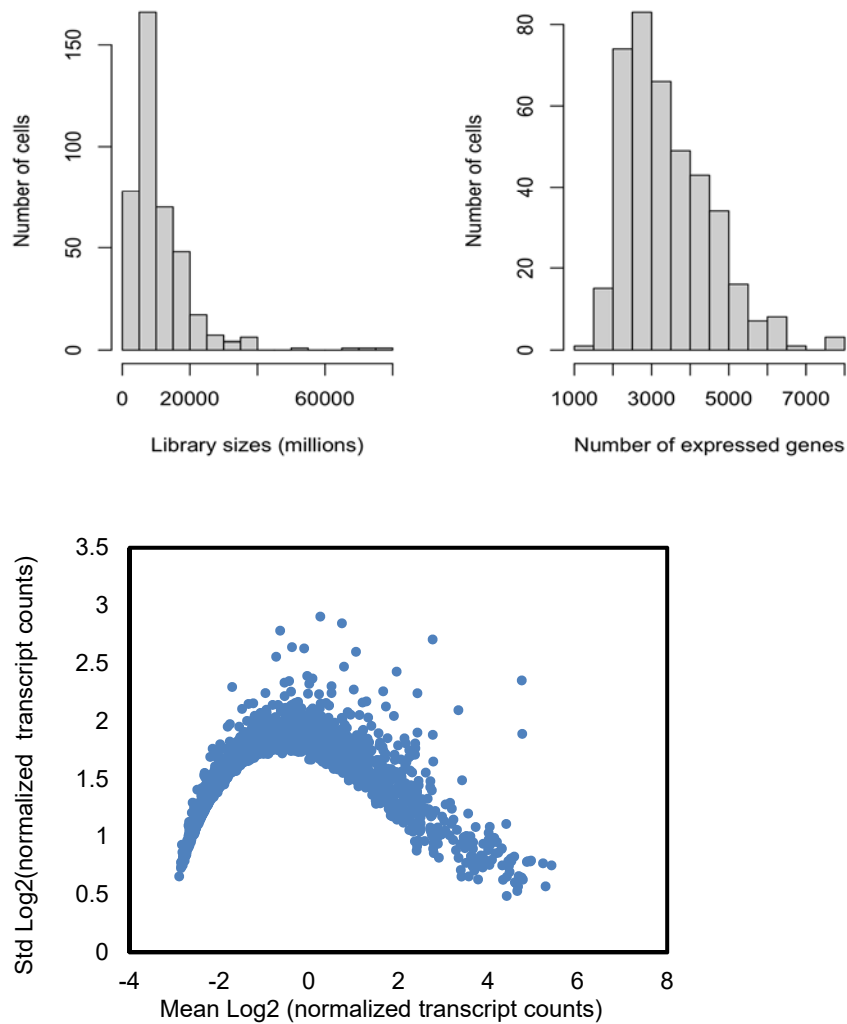

**Supplementary Figure 8. Library quality check for 400 single K562 transcriptome sequencing data.** Single K562 cells were analyzed using our in-house massively parallel single-cell 3'-end RNAseq technology. The quality of the libraries was examined through histograms of single cell RNAseq data as a function of the library size (reflecting total number of mapped reads, top left) or of the number of genes detected (top right). These results are in agreement with literature results<sup>1</sup>.

The relationship between mean log2 normalized transcript counts and variation is shown

in the bottom figure with each dot representing a single detected gene.  
Normalization procedure is described in Methods.

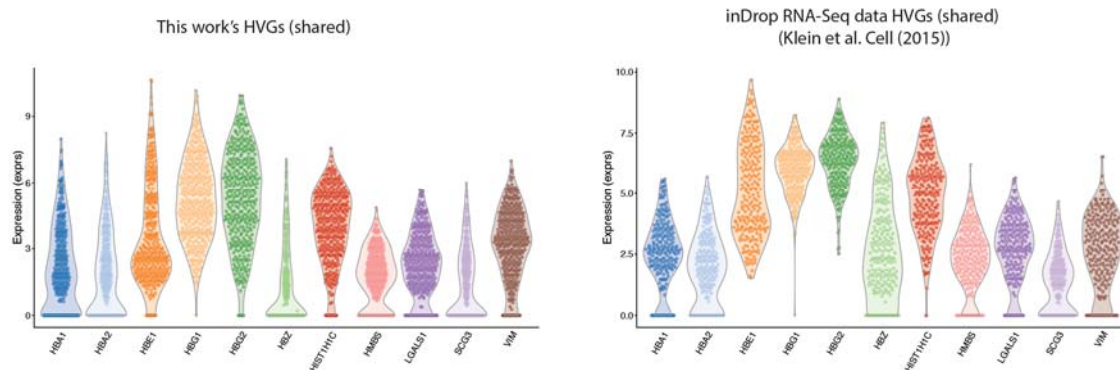

**Supplementary Figure 9. Comparison of K562 single-cell mRNA-seq data between this work and the data generated by InDrop.** Single K562 cells were analyzed using our in-house massively parallel single-cell 3'-end RNAseq technology (this work). The top 20 highly variable genes (HVGs) were determined from our dataset (this work, 400 single cells) and that from the data generated with InDrop published by Klein et al. (right panel, 238 single cells). The two panels show scattered and violin plots for 11 HVGs that were shared between the two datasets. Despite higher number of single cells (N=400) in this work compared to InDrop data (N=238) and the resultant lower depth per cell, the expression levels of these HVGs are consistent between this work and the InDrop K562 data.

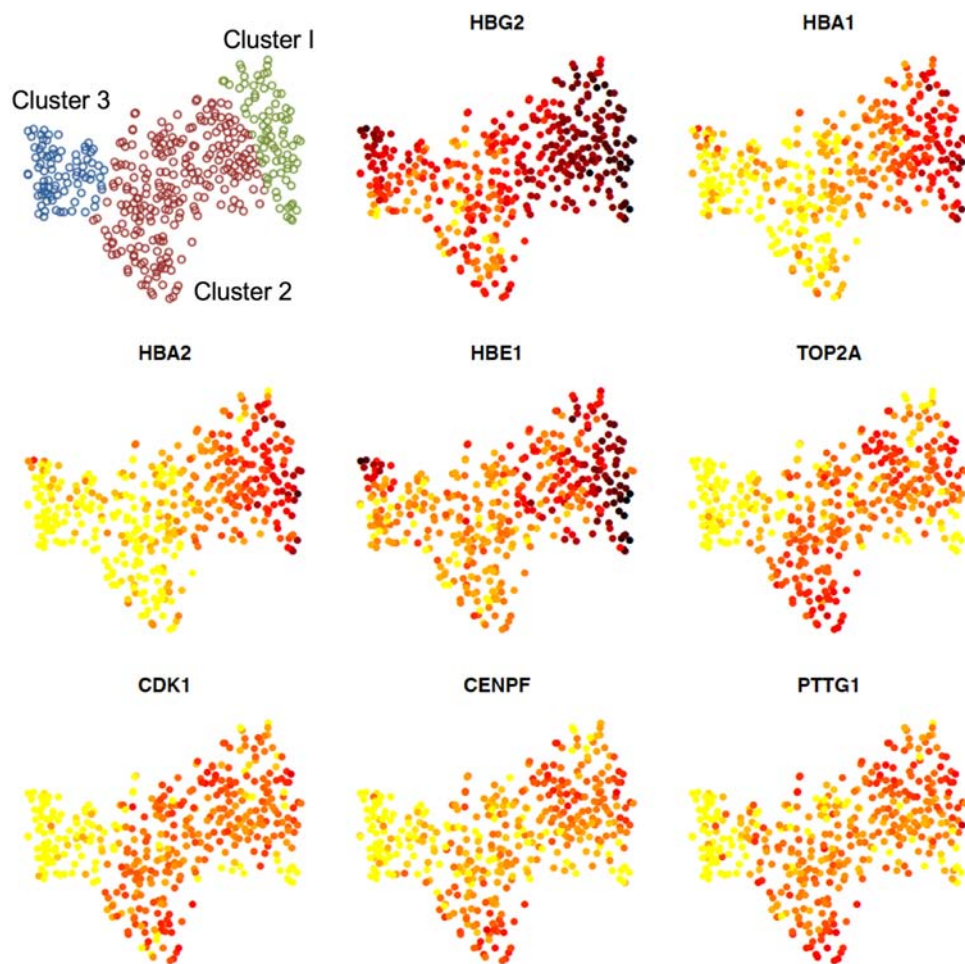

**Supplementary Figure 10. tSNE Analysis of 400 single K562 cell mRNA sequencing data.** Single K562 cells were analyzed using our in-house massively parallel single-cell 3'-end RNAseq technology. tSNE analysis was performed to visualize the transcriptomic data from 400 single cells. The result indicates the existence of three clusters, consistent with the heatmap in Figure 3d. Cluster memberships are indicated in the top left panel. Also shown is the distribution of selected highly variable genes in order to visualize the expression of indicated genes in major clusters. Darker colors indicate higher expression.

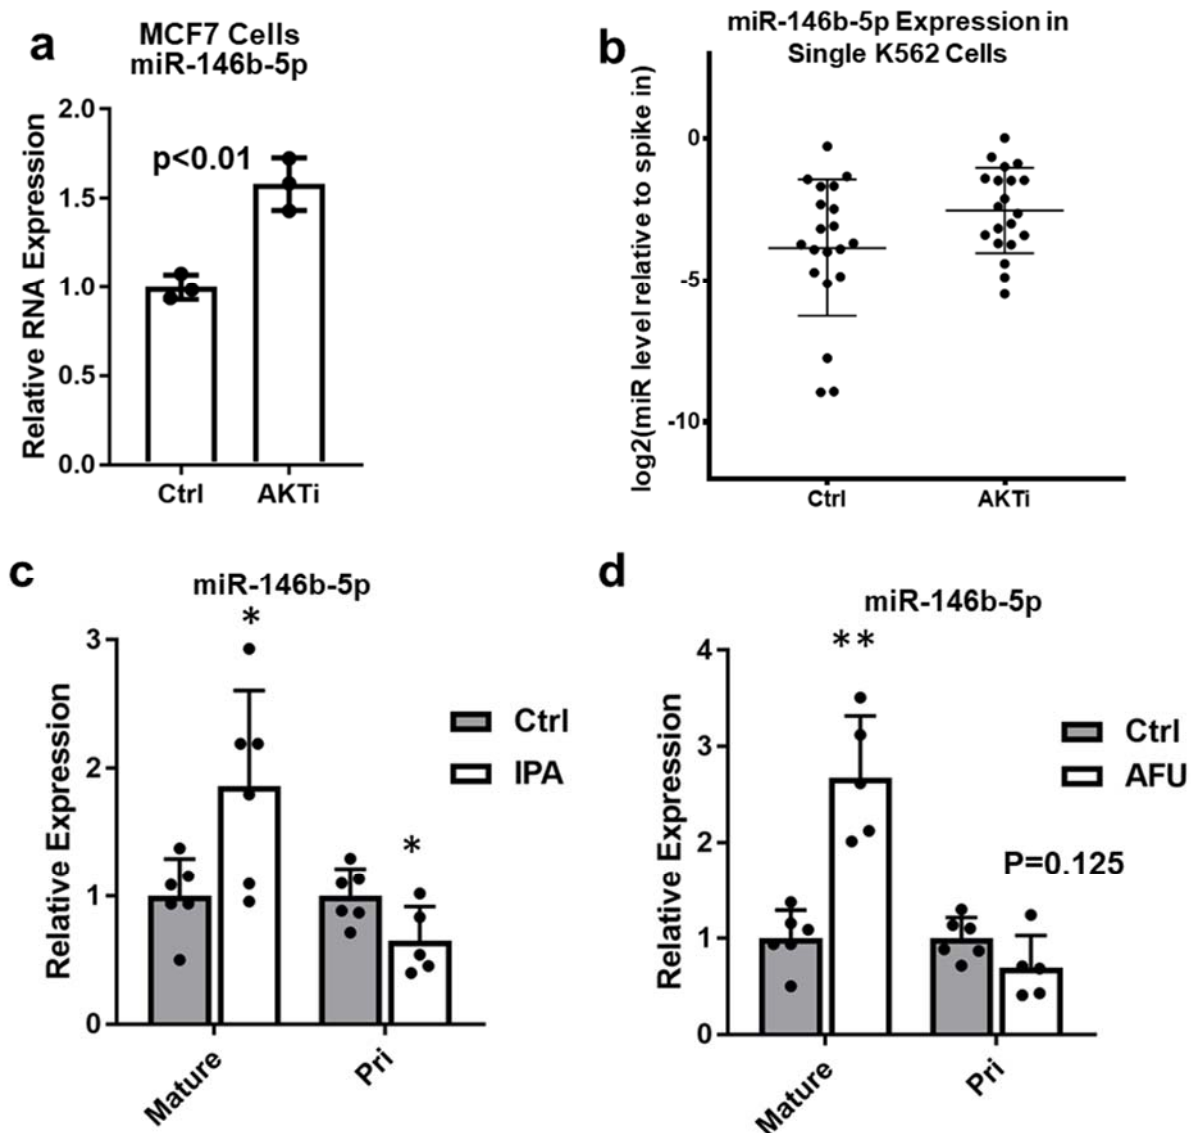

**Supplementary Figure 11: The regulation of miR-146b expression by AKT.** (a) MCF7 cells were treated with vehicle control (Ctrl, DMSO) or AKT inhibitor (AKTi, MK2206) for 24 hours, and the expression of miR-146b-5p was determined by qRT-PCR. N=3 biological replicates. Error bars stand for standard deviation. Data are from a representative experiment out of two performed. P<0.01, student's t-test. (b) K562 cells were treated with vehicle control (DMSO) or AKTi MM2206 for 24 hours. Single K562 cells were analyzed for miR-146b expression using qRT-PCR. Each dot stands for one cell.

Standard deviation in the Ctrl group is 2.41 and in the AKTi group is 1.50. Error bars stand for standard deviation.  $P < 0.01$  for comparing the variability of the Ctrl and the AKTi groups, using permutation tests, see Methods. **(c, d)** K562 cells were treated with two additional AKT inhibitors IPA (c) and AFU (d). The expression of mature miR-146b-5p or primary miR-146b were determined by qRT-PCR. N=5 or 6 biological replicates. Data are from a representative experiment out of two performed. Error bars stand for standard deviation. \* $P < 0.05$ ; \*\* $P < 0.01$ , student's t-test.

## Supplementary References

1. Klein AM et al. Droplet barcoding for single-cell transcriptomics applied to embryonic stem cells. *Cell*, 161(5), 1187-1120 (2015)

# Supplementary material for: Single-cell microRNA-mRNA co-sequencing reveals non-genetic heterogeneity and mechanisms of microRNA regulation
**Source:** Nat Commun. 2019 Jan 9;10:95. doi: 10.1038/s41467-018-07981-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** Pathway analysis of the first & second cell clusters from the 19 K562 half-cell data. Pathway analyses were performed using DAVID comparing the gene expression between the first and second clusters of cells from the 19 K562 half-cell experiment. Enriched pathways are listed, with the table sorted by p-values (low to high).

**File Name:** Supplementary Data 2

**Description:** Pathway analysis of the first & second cell clusters from the 400 K562 single-cell data. Pathway analyses were performed using DAVID comparing the gene expression between the first and second clusters of cells from the 400 K562 single-cell experiment. Enriched pathways are listed, with the table sorted by p-values (low to high).

**File Name:** Supplementary Data 3

**Description:** Gene set enrichment analysis (GSEA) to identify pathways associated with miR-146b-5p and let-7i-5p. mRNA genes were sorted based on their correlation with miR-146b-5p or let-7i-5p in the 19 K562 half-cell data. These rank order lists were queried against MSigDB using GSEA. Top 10 results are shown.

**File Name:** Supplementary Data 4

**Description:** CMAP query with let-7i-5p mRNA signatures. mRNA genes that are correlated or anti-correlated with let-7i-5p expression were used to query the CMAP database. The results are shown.

**File Name:** Supplementary Data 5

**Description:** Summary of small RNAs in 19 K562 half-cell data that mappable to other genomic regions. Read counts of small RNAs that were mapped to other RNA types, from the 19 K562 half-cell data.

**File Name:** Supplementary Data 6

**Description:** List of oligonucleotides and primer sequences, with their respective modifications. Modifications are annotated using IDT nomenclature.

**File Name:** Supplementary Software 1

**Description:** Matlab codes are provided that analyze the co-expression between miRNA and mRNAs profiles from the 19 K562 cells. A README file is also included with instructions.

# Supplementary material for: Single-cell microRNA-mRNA co-sequencing reveals non-genetic heterogeneity and mechanisms of microRNA regulation
**Source:** Nat Commun. 2019 Jan 9;10:95. doi: 10.1038/s41467-018-07981-6
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Luminex xPonent (v3) software was used to acquire data on the Luminex instrument. Real time PCR data were acquired using CFX Manager software (v2) on Biorad CFX machines. Illumina software (CASAVA-1.8.2) was used to acquire data on Illumina sequencing machine.

#### Data analysis

GenePattern, v3, was used to analyze RNAseq data; miRDeep2-based perl codes to analyze small RNA sequencing data (these codes have been described in our previous publication); GSEA v2.0, for performing gene set enrichment analysis; DAVID (v6.8), for performing Gene Ontology analyses; custom matlab codes were used to analyze co-expression of miRNA and mRNA (provided as a zip file). All stated in methods.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Next-generation sequencing data have been deposited to GEO under series GSE114071.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For experiments in which sample size is relevant, the number of replicates were determined after an initial experiment with three biological replicates to gauge the data variation.                                         |
| Data exclusions | One of the single cells of K562 was excluded because it failed both mRNA and miRNA sequencing. This is stated in the main text of the manuscript.                                                                            |
| Replication     | Experiments for chemical treatment of cells were performed at least twice, with similar findings. Only data from a single experiments are shown. All single cell experiments were performed with the number of cells stated. |
| Randomization   | Experiments were designed and carried out at one performance site. Experiments were designed with relevant controls. Co-variants are not relevant.                                                                           |
| Blinding        | Blinding was used during the analysis of chemical treatment effects, in which one person performed the treatment and RNA collection and another person performed qRT-PCR analysis.                                           |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                          |                                                                                                                                                                                                                     |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)      | Cell lines were from American Type Culture Collection (ATCC).                                                                                                                                                       |
| Authentication           | K562 cells were tested and showed sensitivity to Imatinib. BaF3 cells were tested and showed sensitivity toward IL3 withdrawal. MCF-7 cells were tested and showed sensitivity toward estrogen receptor inhibition. |
| Mycoplasma contamination | Cells were acquired mycoplasma-free, but have not been specifically tested for mycoplasma in this study.                                                                                                            |

Commonly misidentified lines  
(See [ICLAC](#) register)

None

How the deposited data were processed for this re-analysis (not part of the article)

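Single K562 cells were lysed and each lysate was divided. Small RNA was sequenced from one part and mRNA from the other, for 20 cells, and a further cell was divided for mRNA sequencing of both parts. The samples were named by cell number as the labels give it. The 19 cells other than cell 6 entered every comparison, and both half-cell samples of cell 21 served as the technical control. Cell 6 entered only the alternatives that need mRNA alone and a test of its own listed genes. No replicate culture is named, so the cells are the units of every test, and the tests cover the cells sampled.

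For the small RNA, the authors removed adaptors and short reads, assigned reads to miRBase precursors with miRDeep2 without mismatches, divided by all miRNA reads from bowtie2, set fractions under 0.0001 to that floor, and deposited the log2 of that fraction. For the mRNA, the authors aligned to hg19 with Tophat, quantified with CuffDiff, and deposited FPKM on a linear scale; the methods write RPKM. The floor and log2 of the methods are not in the deposited FPKM values, so a floor of 0.125 FPKM and log2 were applied here. The methods state the minimal mRNA level in a form that can be read as 0.001 or 0.01, and 0.125 is more than 10 times higher than either reading. That floor was set before the values were seen. Leaving out genes with NA was not: 5 floors, each with NA genes left out and with NA at the floor, were first set beside the class sizes of Fig. 4, the split-cell correlation and the pairwise correlations of the paper, and the choice was made after that. All 10 of these settings were kept as results. The miRNA values were used as deposited, with the first row of each mature miRNA. The number of miRNA reads per sample was recovered from the whole steps of the fractions, which the authors do not list, and is used for counting error and for shares only. The FPKM values carry no depth.

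Everything was computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. Correlations across cells were Pearson and Spearman, with two-sided permutation tests of 100000 resamples, whose smallest possible p is 1e-05, and Benjamini-Hochberg adjustment over the stated family. Predicted targets came from the TargetScan lists in the Supplementary Software, with a conserved site and a total context++ score below −0.1, and were compared with two-sided Kolmogorov-Smirnov tests as the statistics section states. The deposited code uses the one-sided form and, for let-7, another score column, and both were alternatives. Enrichment scores used weight 1 and 1000 permutations of gene labels. Because genes that vary together are not independent, each comparison of a gene list was repeated with cells permuted. The test of single genes against a miRNA was tested on simulated data for 15324 genes and 19 cells, with 200 planted relations. It recovered 82.5% of them, and 5.71% of its calls were not planted. The simulated genes were independent and had no floor, and the planted correlations were strong. Calls there used the p-value of the Pearson correlation and not permutation. These rates need not hold for the real genes, which vary together, or for weaker relations. Coordinates are from GENCODE on GRCh37, the assembly that hg19 names.

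Genes and miRNAs named in the text follow a rule fixed before the data were examined. They are the miRNAs the paper names and the 3 most abundant others, up to 3 others whose SD is furthest above that of their neighbors in mean, the 3 abundant targets with the most negative r for each of miR-92a-3p, miR-125a-5p and miR-26a-5p, the 3 genes at each end for miR-146b-5p and let-7i-5p, the 3 ribosomal protein genes with the most negative r with miR-146b-5p, the 3 abundant genes of largest SD, and listed erythroid and host genes. The miRNAs in the closing section that fall outside it, such as miR-25-3p, miR-92b-3p, miR-200c-3p and let-7c-5p, were named after their values were seen. AKT and HDAC genes were also listed. AKT1 had a mean log2 FPKM of 4.65, AKT2 of −0.81, HDAC1 of 5.35, HDAC2 of 4.41 and HDAC3 of 6.38 across the 19 cells. Some listed genes are not reported here.

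Alternatives covered the floor, the genes and cells used, the statistic, the score column and threshold, the background, and each cell left out in turn. The sign of the first principal component was set from the number of genes detected. With that rule some alternatives came out reversed, and after this was seen their sign was set by their gene loadings on the component of the 19 cells instead. Left out were the 2 miRNA columns with no sample, the qRT-PCR, clone, drug and 3′-end sequencing experiments, the MSigDB and Connectivity Map queries, and the pathways of the clusters.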

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

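The RNAseq of cell 6, which the paper left out of its comparisons for low mappable reads, still lists 1151 genes above 0 FPKM, a signal in data that the paper did not analyse. The test given here was planned before its result was seen. Its reading was changed after the result was seen, from a fit with low capture to undecided, because only part of what low capture predicts was met.

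Low capture of the same transcriptome is one technical explanation. Of the 1129 of these genes without an NA in any cell, 94.5% were above 0 in every one of the 19 other cells, and 1 was above 0 in none of them. No value of another kind of cell was available to set beside this share, so it does not tell the source of the RNA. Low capture would also favor the most abundant genes. Only 39.9% of the 1129 were among the 1129 genes of highest mean in the 19 cells. Of the 6998 genes seen in every one of the 19 cells, again without an NA in any cell, 15.2% were above 0 in cell 6. Loss of RNA, damage to the cell and failure of the library cannot be told apart with 1 such cell and no read counts. No biological explanation was tested, since the design gives none for this cell.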

How the results depend on the processing

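The alternatives below were fixed before the data were examined, except NA values set to the floor, floors of 0.01 and 0.1 FPKM, non-targets matched in 3′ UTR length, every row of the miRNA table, pairs of different cells as a comparison for the split cell, and all alternatives for the pair of let-7i-5p and miR-146b-5p and for single named genes, which were chosen after seeing the data. So was leaving out NA genes in the values they are compared with, and the sign of the first principal component under alternatives. Unless a cause is named, the cause was not tested. No paired analysis was possible because the cells form 1 group and are matched only between their own miRNA and mRNA profiles. Cell 6 has no miRNA column, so alternatives with all 20 cells were run for mRNA results only.

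The abundant targets of miR-92a-3p stayed below the genes they were set against, with p below 0.05, under all 17 alternatives. Differences ranged from −0.234 to −0.0914 and p-values from 8.29e-08 to 0.0289. The value of −0.234 is against targets with a mean log2 at or below 0, and the other alternatives are against non-targets. With each cell left out, the difference to non-targets was −0.242 to −0.157. The enrichment score of miR-92a-3p targets stayed negative with p below 0.05 under 6 of 6. For the other results, the following changed.

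For miR-125a-5p, the difference was no longer past 0.05 against abundant non-targets (−0.0550), with cells permuted (−0.105), and with both (−0.0563), while the p-values of its 16 alternatives ranged from 0.000791 to 0.249; with each cell left out it was between −0.166 and −0.0558. For miR-26a-5p, the difference passed 0.05 against low targets (−0.0934), one-sided (−0.0290), with partial correlation given genes detected (−0.0224), with a mean above 3 (−0.0250), with a context++ score below −0.2 (−0.0351), with a floor of 0.001 FPKM (−0.0338) or 0.01 FPKM (−0.0337) and with NA set to the floor (−0.0400). Of the 10 settings of floor and NA that were tried before the choice for NA was made, 6 gave p below 0.05 for miR-26a-5p. Floors of 0.001 and 0.01 FPKM did so under both treatments of NA and a floor of 1 FPKM under neither, while at 0.1 and 0.125 FPKM only NA at the floor did. It changed sign against abundant non-targets (0.0465), with these and cells permuted (0.0127), and with Spearman correlation (0.00351). Its p-values ranged from 0.000703 to 0.874. Leaving out each cell gave −0.108, without cell 1, to 0.0111, without cell 20, and 12 of the 19 brought p below 0.05. The call therefore turns on several of these settings and on single cells, and no one of them was shown to be the main cause. For let-7a-5p the sign changed with cells permuted against abundant non-targets (0.0113), Spearman gave −0.0429 past 0.05, and leaving out each cell gave −0.0532 to 0.0137, positive only without cell 8. For let-7i-5p, Spearman (0.0754) and a floor of 0.001 FPKM (0.0740) passed 0.05, as did leaving out cell 4 (0.0744), cell 8 (0.142) or cell 11, where the sign was reversed (−0.000992, p = 0.0379). The values without 1 cell ranged between the last of these and that without cell 8. For all targets of miR-92a-3p the difference lost its call with cells permuted (−0.0403), and for all targets of miR-26a-5p it gained one with Spearman (0.0368). The score of miR-125a-5p targets on miR-92a-3p was reversed without weights (0.0664).

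The ribosomal genes' mean r with miR-146b-5p kept its value, −0.254, but lost its call with cells permuted, and so did the difference to other abundant genes, −0.209; by construction, only these tests keep the correlation between genes. With each cell left out it was between −0.351 and −0.147. The ribosomal mean against the first principal component kept its direction and call with Spearman, with other genes of mean above 0 and with NA set to the floor, and lay between −0.733 and −0.539 with each cell left out. Adding cell 6, which lists far fewer genes, gave −0.995, a value set by that cell that says nothing about the 19. With each cell left out, the correlation of let-7i-5p with miR-146b-5p was between −0.829 and −0.698, and without the 2 cells farthest from the median it was −0.661. The pair of CTDSPL and miR-26a-5p changed sign given genes detected (−0.0221).

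Among values without a test, the squared correlation of the split cell was 0.836 with a floor of 0.001 FPKM, 0.874 with a floor of 0.01 FPKM, 0.954 with a floor of 1 FPKM and 0.865 by Spearman. Median pairwise correlations were 0.835 for mRNA and 0.904 for miRNA over features above the floor in at least 50% of the cells, and 0.880 and 0.703 by Spearman. For mRNA the median was 0.886 with a floor of 0.01 FPKM. With the scaled median absolute deviation in place of the SD, values were 0.211 for miR-92a-3p, 0.411 for let-7a-5p, 1.07 for let-7i-5p, 0.455 for miR-146b-5p and 0.192 for miR-26a-5p. With each cell left out, the SDs stayed between 0.147 and 0.159, 0.324 and 0.360, 0.837 and 0.966, 0.359 and 0.388, and 0.258 and 0.298 in that order, between 0.268 and 0.305 for miR-125a-5p, and the difference between let-7i-5p and let-7a-5p between 0.489 and 0.642. Genes above 1 FPKM numbered 9328. The difference within the split cell was 0.536 for genes at or below 0 when limited to genes above the floor in both samples, and pairs of different cells gave 0.646 between 0 and 4 and 0.300 between 4 and 8. The largest cluster had 16 cells with the 2000 genes of largest SD and 10 with all 20 cells. The let-7i-5p signature had 264 genes above 0.45 by Spearman and 299 below −0.45 among genes above the floor in at least 50% of the cells, where fewer genes are tested. With each cell left out it had 139 to 460 genes above, 460 being without cell 8 alone, and 539 to 686 below.

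Of 24 relations between a named gene and a miRNA, all 72 alternative values kept their sign. Depth limits the miRNAs near the floor most, and the FPKM values give no depth for the mRNA.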

Differences from the paper's values

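The smallest consensus cluster held 10.5% of the 19 cells here, and the paper's reported value is 15.79%. All 4 alternatives for the clusters set before the data were examined differ too. The share was 10.5% for genes with a mean log2 above 4 and without the listed genes. It was 5.26% for the 2000 genes of largest SD, and 5% with all 20 cells. None of these used the minimal mRNA level that the methods state, so whether that level accounts for the difference is open. The largest cluster, 47.4%, equals the paper's share to its digits, and the middle one was 42.1% against the paper's 36.84%.

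Fig. 4d marks the abundant targets of miR-26a-5p as different from non-targets, and the two-sided test here gave p = 0.0587. Alternatives set before the data were examined that fall on the paper's side are the one-sided test (p = 0.0294), partial correlation given genes detected (p = 0.0466), a mean log2 above 3 (p = 0.0429), a context++ score below −0.2 (p = 0.0291) and a floor of 0.001 FPKM (p = 0.0281). The methods state the minimal mRNA level in a form that can be read as 0.001 or 0.01, and at both readings the call is that of Fig. 4d. The floor of 0.125 FPKM used here is the start of the axes of Fig. 3, not that stated level. NA values set to the floor gave p = 0.0430 and a floor of 0.01 FPKM gave p = 0.0320, both chosen after seeing the values. Leaving out NA genes, which gives 0.0587, was also chosen after the class sizes under both treatments of NA were seen. Against targets with a mean at or below 0, which Fig. 4d also marks, p was 0.000703 here.

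The sizes of the abundant target classes here were 90, 75 and 117 genes for miR-92a-3p, miR-125a-5p and miR-26a-5p. With NA values set to the floor, chosen after seeing the values, they were 91, 76 and 119, which match the numbers that Fig. 4 prints. For let-7a-5p the class had 109 genes here, and Fig. 4 prints 89. The cumulative weighted score, set before the data were examined, gave 88, and 89 with NA values at the floor.

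The classes with a mean at or below 0 held 324 targets of miR-92a-3p and 320 of miR-26a-5p here, and the paper's reported sizes, read from Fig. 4, are about 920 and about 500. Genes that do not vary have no correlation and are not in the numbers here. With them counted and NA values at the floor, chosen after seeing the values, the classes held 520 and 497. That of miR-26a-5p is then close to the number in Fig. 4. For miR-92a-3p, the numbers read from Fig. 4 for the other classes are 91 and about 310. Taken together with about 920, these exceed the 957 names in the target list. The number of about 920 is thus not a usable size of this class alone, and no difference from 520 is drawn.

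The lowest and highest mRNA pairwise correlations were 0.888 and 0.939, and the paper's reported values are 0.884 and 0.937. Settings chosen after seeing the values each reached 1 of both ends. NA values at the floor gave 0.886 and 0.937, a floor of 0.1 FPKM gave 0.885 and 0.937, and that floor with NA values at it gave 0.884 and 0.935.

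The lowest and highest miRNA pairwise correlations were 0.888 and 0.969, within 1 SD of the pairs from the paper's reported 0.902 and 0.975. With every row of the miRNA table, chosen after seeing the values, they were 0.902 and 0.974.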

Other observations

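The tests of library size for the spread of let-7i-5p and of genes detected for the pair of let-7i-5p and miR-146b-5p were chosen after related values were seen, while for the expression level of targets, chance pairing of cells and host genes the comparisons were set before the data were examined, and only what each explanation predicts was written after their values were seen. The patterns were found and tested on the same 19 cells, and the design names no condition that differs between the cells. The methods name no order of processing, and cell number was not tested. Apart from whether a miRNA follows its host gene, no biological explanation was tested.

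Counting noise argues against being the cause of the spread of let-7i-5p, since 1000 binomial draws at each cell's recovered reads gave a median SD of 0.137 and none above 0.265, while the observed SD was 0.939. With its straight line in log2 miRNA reads removed, the SD was 0.780, and with its line in the miRNA share of small RNA reads removed it was 0.743. The 10 miRNAs nearest in mean had SDs with a median of 0.358 and a highest of 0.695, so neither trend is the whole cause, and each may account for a part. Loss of molecules before sequencing stays open, since no cell was split for miRNA among the samples analysed here. Supplementary Figure 5 includes both half-cell miRNA samples of 1 cell, but the labels tie no column to them, and the 2 columns without a sample were not used.

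The levels of let-7i-5p and miR-146b-5p varied in opposite directions, with a Pearson correlation of −0.734 (permutation p = 0.00043, adjusted p = 0.0377 over 351 pairs of 27 miRNAs) and a Spearman correlation of −0.730, for which the adjusted p was 0.0765 and so not below 0.05. Without the 2 cells farthest from the median, r was −0.661. It was −0.724 relative to the reads of all other miRNAs (p = 0.00061), −0.700 given library size (p = 0.00083) and −0.626 given genes detected (p = 0.00414), which argues against each of these as the whole cause. Both levels also went with cell number, a division seen after the fact and not tested. In cells 8 to 16, let-7i-5p was between −9.67 and −7.53 and miR-146b-5p between −5.13 and −4.58. In the other cells they were between −7.80 and −6.52 and between −5.68 and −4.53. A difference in processing between these cells stays open for the pair and for the spread of let-7i-5p. Of the 351 pairs, 4 had an adjusted p below 0.05, and 3 of these were positive. The positive pairs were let-7i-5p with miR-200c-3p (r = 0.832), miR-10a-5p with miR-146b-5p (r = 0.784) and let-7a-5p with let-7c-5p (r = 0.725). By Spearman, their adjusted p was 0.00702, 0.0765 and 0.163 in that order. let-7i-5p itself had a Pearson correlation of −0.580 with the number of genes detected (permutation p = 0.0102) and a Spearman correlation of −0.593 (p = 0.00910), with an adjusted p of 0.0717 over 7 relations, and r was −0.512 without the 2 cells farthest from the median.

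For the abundant targets of miR-92a-3p, the difference in mean r to non-targets of the same abundance was −0.168 (p = 0.00780, cells permuted). In partial correlation given genes detected it was −0.152 (p = 0.0152). Targets had a median 3′ UTR of 1535 bases against 595 for other abundant genes, and against 20 non-targets each matched in 3′ UTR length the difference was −0.0990 (p = 0.0162; lengths for 93.3% of the targets and 86.9% of the non-targets). Among the 27 miRNAs, miR-92a-3p ranked 1 for these genes, at −0.155, ahead of miR-25-3p at −0.137 and miR-30d-5p at −0.125. Of both other miRNAs of its TargetScan family among the 27, miR-25-3p ranked 2 and miR-92b-3p ranked 9, at −0.0101. Random pairing of cells gave a difference as large with p = 0.0137. The comparisons with non-targets argue against expression level, detection and 3′ UTR length as the whole cause, each taken alone. Values of the 27 miRNAs went both ways, up to 0.0955, so no shift common to all was seen. A shift shared by some stays open, since miR-30d-5p, outside that family, had r = 0.506 with miR-92a-3p. The p of 0.0137 was not adjusted over the miRNAs tested this way. MiR-92a-3p was between −2.30 and −1.99 in cells 1 to 9, and between −2.22 and −1.84 in cells 10 to 20. Permuting cells ignores that order, so a difference in processing stays open. A hypothesis is that these transcripts respond to miR-92a-3p, which correlations across cells cannot separate from a state of the cell that moves both.

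For miR-125a-5p, random pairings gave a difference as far from 0 with p = 0.0752, so chance cannot be excluded. In 42 of 100 random pairings the Kolmogorov-Smirnov p was below 0.05, which may reflect that genes varying together are counted as independent by that test.

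The negative correlation of ribosomal protein genes with miR-146b-5p had p = 0.136 with cells permuted, so chance cannot be excluded. Given genes detected, the mean partial r was −0.106 against −0.254 without it, and among 27 miRNAs miR-146b-5p ranked 7 in how negative the mean r was, behind miR-10a-5p at −0.371. A candidate explanation is therefore a shift that many miRNAs share, tied in part to the number of genes detected.

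Whether a miRNA follows its host gene was asked for MIR17HG with miR-92a-3p, MCM7 with miR-25-3p, and CTDSPL and CTDSP2 with miR-26a-5p, and SPACA6, the host of miR-125a-5p, was not in the table. The 4 Pearson correlations were 0.0101, −0.160, 0.0599 and −0.158, with a median of −0.0742, and every adjusted p was 0.966. Their Spearman correlations were 0.0421, −0.137, 0.0668 and −0.00702. Values near 0 that go both ways in 19 cells do not decide the question.

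Of the primers for mature miRNAs in Supplementary Data 6, 6 were compared with annotated hairpins of the miRNA they are named for in GRCh37. The sequence of 4 was found in the hairpin. That of the primer named let-7a-5p was in none of 3 hairpins. That of the primer named miR-92a-3p was not in MIR92A2, and the other precursor, MIR92A1, was not in the annotation and was not compared. The qRT-PCR data themselves were not analysed here.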
